# Pri peptides temporally coordinate transcriptional programs during epidermal differentiation

**DOI:** 10.1126/sciadv.adg8816

**Published:** 2024-02-09

**Authors:** Maylis Gallois, Delphine Menoret, Simon Marques-Prieto, Audrey Montigny, Philippe Valenti, Bernard Moussian, Serge Plaza, François Payre, Hélène Chanut-Delalande

## Abstract

To achieve a highly differentiated state, cells undergo multiple transcriptional processes whose coordination and timing are not well understood. In *Drosophila* embryonic epidermal cells, polished-rice (Pri) smORF peptides act as temporal mediators of ecdysone to activate a transcriptional program leading to cell shape remodeling. Here, we show that the ecdysone/Pri axis concomitantly represses the transcription of a large subset of cuticle genes to ensure proper differentiation of the insect exoskeleton. The repression relies on the transcription factor Ken and persists for several days throughout early larval stages, during which a soft cuticle allows larval crawling. The onset of these cuticle genes normally awaits the end of larval stages when the rigid pupal case assembles, and their premature expression triggers abnormal sclerotization of the larval cuticle. These results uncovered a temporal switch to set up distinct structures of cuticles adapted to the animal lifestyle and which might be involved in the evolutionary history of insects.

## INTRODUCTION

During development, specific cell functions rely on a progressive series of changes in gene expression ultimately leading to terminal cell differentiation, often accompanied by drastic changes in morphology. Cells undergo multiple differentiation steps through combinations of transcriptional processes, which need to occur in a precise temporal order, and should be synchronized with organism-wide and external cues. How distinct regulatory networks are coordinated and timely executed to achieve proper differentiation remains poorly understood. To investigate the coordination between transcriptional programs during development, we focused on *Drosophila* embryonic epidermal cells that undergo several known terminal differentiation processes. Specific subsets of epidermal cells remodel their apical surface to produce actin-rich cytoplasmic extensions called denticles or hairs, collectively referred to as trichomes (*1*). Meanwhile, epidermal cells produce cuticle, an exoskeleton that covers the entire animal protecting it from the external milieu (*2*, *3*). The cuticle is a complex structure composed of chitin, various lipids, and a large number of poorly characterized proteins that influence its biomechanical properties (*4*). At each developmental transition, a new cuticle is produced as the old one is shed to adapt to the size increase of the body. Cuticle replacement is also related to a profound switch in the animal lifestyle, i.e., with a soft and elastic cuticle allowing crawling at larval stages, while the cuticle becomes thick and rigid for pupal and adult stages. Cuticle deposition is regulated by periodic pulses of systemic hormones (*5*–*8*), but little remains known about the mechanisms and players involved in the temporal control of cuticle properties.

Trichome differentiation is governed by a transcription factor, named Shavenbaby (Svb), that activates the expression of a battery of effector genes, encoding actin regulators, membrane, and extracellular proteins, which are collectively responsible for epidermal cell shape remodeling and trichome formation (*9*–*15*). We showed that execution of the trichome program is temporally defined by the steroid hormone ecdysone, which triggers the expression of *polished-rice* (*pri*), also called *mille-pattes* or *tarsal-less*, a gene encoding four smORFs (small Open Reading Frames) peptides of 11 to 32 amino acids (*16*–*19*). Pri peptides activate the E3 ubiquitin ligase Ubr3, which induces proteasome-mediated maturation of the Shavenbaby transcription factor (Fig. 1A) (*20*, *21*). Only in this activated form, Svb can trigger the expression of trichome effectors. Therefore, as observed in *svb* mutant embryos, the lack of *pri* leads to a complete absence of trichomes (*17*, *18*).

**Fig. 1.**
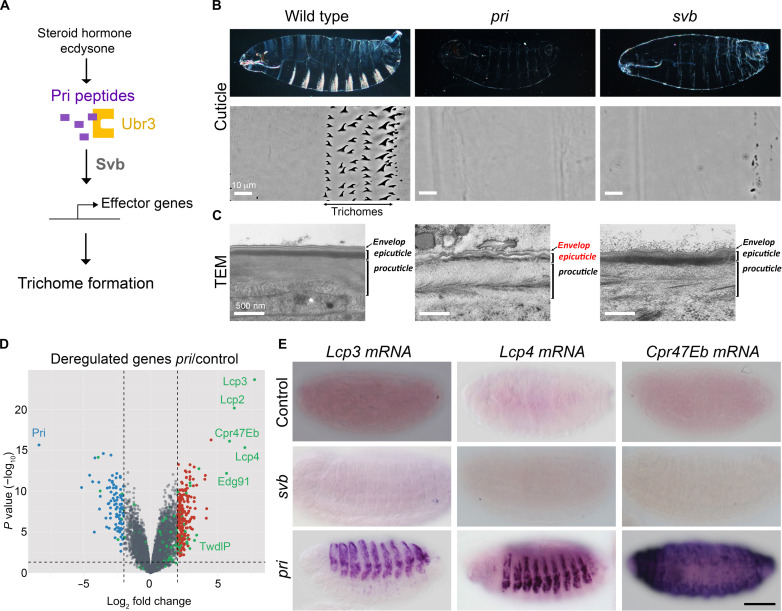
Pri peptides repress the expression of cuticle genes in the embryonic epidermis. (**A**) Molecular mechanism of trichome formation in epidermis. This transcriptional program is temporally regulated by Pri peptides, whose expression is controlled by ecdysone. Together with the E3 ubiquitin ligase Ubr3, Pri peptides activate the Shavenbaby (Svb) transcription factor, which triggers the expression of effector genes directly involved in trichome formation. (**B**) Cuticle preparation of wild type, *pri*, and *svb* mutant embryos showing the absence of trichomes in both *svb* and *pr*i mutants. In addition, *pri* mutants display poorly differentiated cuticles. Middle: Close-up pictures showing a ventral view of the A3-A4 segment cuticle. Scale bars, 10 μm. (**C**) Transmission electronic micrographs of cuticles produced by wild type, *pri*, and *svb* mutant embryos. Inactivation of *pri* affects the two external layers of the cuticle, the envelope and epicuticle. Scale bars, 500 nm. (**D**) Volcano Plot representation of misexpressed genes in *pri* mutant embryos versus controls (gray), according to log_2_ fold change [log_2_ (FC)] and *P* value. Genes down-regulated in both *svb* and *pri* mutants are visualized in blue. Genes up-regulated in *pri* mutant embryos are in red, and green highlights cuticle genes. (**E**) Whole-mount in situ hybridization of *Lcp3*, *Lcp4*, and *Cpr47Eb* mRNA in wild type, *svb^R9^*, and *pri^1^* mutant stage 16 embryos. Scale bar, 100 μm.

Besides trichome absence, *pri* mutant embryos display strong defects in the cuticle (*17*, *18*), suggesting additional functions of *pri* in epidermal differentiation. We therefore explored the role of *pri* in cuticle regulation and investigated its function as a temporal coordinator of transcriptional programs during epidermal differentiation.

## RESULTS

### Pri represses the expression of cuticle genes in the embryo

The lack of *pri* results in an abnormally thin and poorly differentiated cuticle (*22*), as observed by phase contrast microscopy (Fig. 1B). In addition, transmission electronic microscopy indicated marked disorganization of the cuticle in *pri* embryos compared to wild type, in particular within its two protein-rich layers, called the envelope and epicuticle (Fig. 1C). Yet, these cuticle defects are not seen in *svb* mutant embryos, showing a specific function of *pri* in cuticle differentiation that is independent of Svb.

To decipher how *pri* can fulfill two separate functions in epidermal cells, i.e., trichome formation and cuticle differentiation, we investigated its influence on gene expression. Transcriptomic experiments showed that *pri* is required for the activation of actin regulators and other trichome effector genes (*13*) and Svb target genes are strongly down-regulated in *pri* mutant embryos (Fig. 1D and fig. S1, A and B). The loss of *pri* function also leads to massive up-regulation of many genes {893 genes with log_2_ fold change [log_2_ (FC)] > 1 and *P* < 0.05}, which are generally not affected in *svb* mutant embryos. Hence, these results revealed an additional and specific role of *pri* in gene repression. Besides trichomes (*17*, *18*), Pri peptides are known to control the formation of supracellular actin structures called taenidia (*18*, *23*), which shape the respiratory system in flies (*24*). *pri* is also required for adult leg development, in particular the formation of tarsal joints (*17*, *25*–*27*), which involves a marked reorganization of cell shape and of the actin cytoskeleton. A survey of the putative function of genes repressed by *pri*, using Gene Ontology (GO) classification and Gorilla software, did not show enrichment in actin-related genes (fig. S1A), reinforcing the conclusion that genes repressed by *pri* may allow uncovering a yet unknown function of Pri peptides during development. Consistently, our analyses highlighted the abundance of genes encoding different protein families that are linked to cuticles, such as larval cuticle proteins (Lcp) Lcp2, Lcp3, and Lcp4; cuticular protein Cpr47Eb; or Tweedle [review (*28*, *29*)]. The overrepresentation of cuticle genes was already visible in the complete set of genes up-regulated in *pri* mutant embryos [8.2% of genes with log_2_ (FC) > 1], and their enrichment is even more prominent among the most up-regulated genes [38.9% of genes with log_2_ (FC) > 4] (fig. S1, A and B). Examination of expression patterns was performed for 42 up-regulated genes in *pri* mutants, and in situ hybridization confirmed that 27 displayed obvious ectopic expression in *pri* mutant embryos when compared to controls (figs. S2 and S3). In most of the cases, as represented with *Lcp2*, *Lcp3*, *Lcp4*, and *Cpr47Eb* cuticle genes, in situ hybridization performed on control embryos did not show any detectable expression throughout embryogenesis (Fig. 1E and fig. S1C). By contrast, there was a strong and specific epidermal expression in *pri* mutant embryos at stages 15 and 16. For example, the ectopic expression of *Cpr47Eb* expanded throughout the epidermis, while *Lcp2*, *Lcp3*, and *Lcp4* genes were only observed in the dorsal epidermis (Fig. 1E and fig. S1C). Like in wild-type individuals, *svb* mutants displayed undetectable expression levels for those cuticle genes during embryogenesis (Fig. 1E and fig. S1, B and C) confirming that *svb* is not involved in their repression. In conclusion, we showed that *pri* inhibits the expression of a large subset of cuticle genes in the embryonic epidermis, independently of Svb.

### Pri mediates the ecdysone-induced repression of cuticle genes

Ecdysone is well known to be required for cuticle deposition, throughout embryonic and postembryonic stages. Since ecdysone controls *pri* expression in the embryonic epidermis (*16*), we wondered whether it instructs *pri* to repress the expression of cuticle genes. Cuticle defects of *pri* mutants strongly resemble the phenotype observed in embryos depleted of ecdysone. This is well exemplified by embryos mutant for *phantom* (*phm*), a gene encoding a cytochrome P450 required for ecdysone synthesis (*8*), which also displays a thin cuticle, barely visible due to its poor differentiation (Fig. 2A). The re-expression of *pri* specifically in dorsal epidermal cells [using the *pannier-Gal4* (*pnr-Gal4*) driver] of *phm* embryos was sufficient to noticeably restore cuticle differentiation in the corresponding dorsal region (Fig. 2A). These data suggested that *pri* largely contributes to ecdysone function in cuticle differentiation. Next, we asked whether *pri* mediated ecdysone activity in cuticle gene repression. As observed in *pri* mutants, in situ hybridization revealed a strong ectopic epidermal expression of the four selected cuticle genes in *phm* embryos, indicating that ecdysone represses the expression of these genes (Fig. 2B). Furthermore, re-expressing *pri* in the epidermis of *phm* embryos was sufficient to suppress the ectopic expression of cuticle genes, as shown with *Lcp4* (Fig. 2C). Hence, we conclude that *pri* is a main downstream mediator of ecdysone to achieve repression of a set of cuticle genes during embryogenesis.

**Fig. 2.**
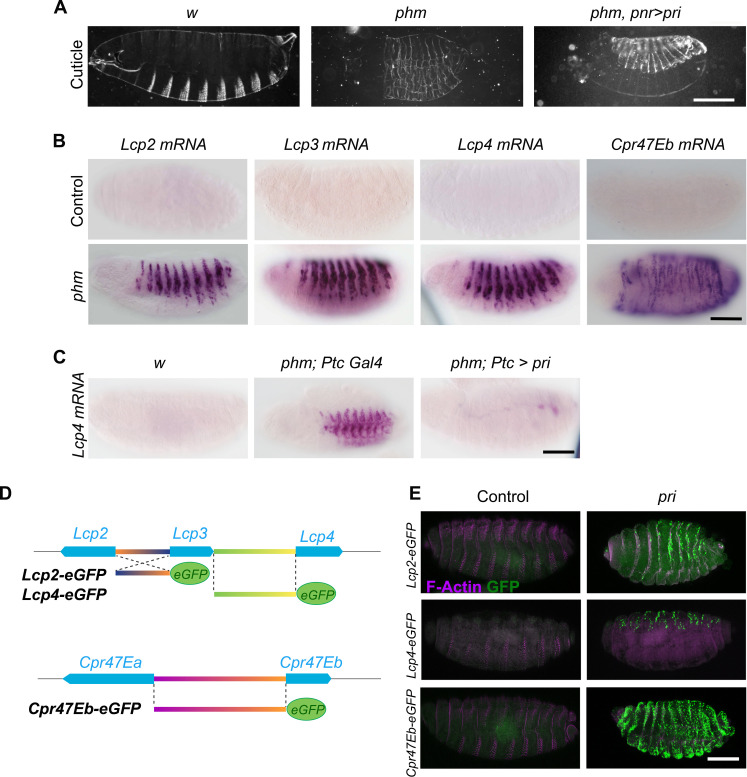
Ecdysone temporally controls a cuticle transcriptional network through Pri peptides. (**A**) Cuticle preparations of wild-type embryos and *phm^E7^* mutant embryos that are unable to synthesize ecdysone, leading to poorly differentiated cuticles. The expression of *pri* in dorsal epidermal cells, using the *pnr-Gal4* driver, is sufficient to compensate for the lack of ecdysone during cuticle differentiation. Scale bar, 100 μm. (**B**) Whole-mount in situ hybridization of *Lcp2*, *Lcp3*, *Lcp4*, and *Cpr47Eb* mRNA in control and *phm* stage 16 mutant embryos. Like *pri* mutant embryos, *phm* mutant embryos exhibit a strong ectopic expression of cuticle genes in the epidermis. Scale bar, 100 μm. (**C**) The expression of *pri* in the epidermis of *phm* stage 16 embryos driven by *Ptc-gal4* is sufficient to restore the repression of *Lcp4*. Scale bar, 100 μm. (**D**) Schematic representation of *Lcp2*, *Lcp4*, and *Cpr47Eb* reporter lines. (**E**) Immunostaining against green fluorescent protein (GFP) in control and *pri^1^* stage 16 mutant embryos for *Lcp2-prom-eGFP*, *Lcp4-prom-eGFP*, and *Cpr47eb-prom-eGFP* (green). F-Actin staining (magenta) reveals trichomes in the epidermis of control embryos. Scale bar, 100 μm.

To further elucidate the mechanism by which Pri peptides inhibit the expression of cuticle genes, we constructed promoter-reporter lines for the four representative genes and assayed whether their activities are under the control of *pri* (Fig. 2D). In control conditions, reporter lines do not show any activity throughout embryonic stages (Fig. 2E). In contrast, they became activated in the epidermis of stage 16 *pri* mutant embryos, with expression patterns similar to endogenous genes (see Fig. 1E). These results indicate that Pri peptides normally down-regulate the subset of cuticle genes at the transcriptional level. While expression of *Lcp2* and *Lcp4* reporters was restrained to the dorsal epidermis, *Cpr47Eb-eGFP* expression was detected in the entire epidermis. Hence, the activity of reporter lines for *Lcp2*, *Lcp4*, and *Cpr47Eb* recapitulates the spatiotemporal pattern of endogenous genes and can be used as readouts of cuticle gene expression during development, in wild-type and *pri* mutant embryos. Together, these data show that Pri peptides mediate ecdysone signaling to repress the transcription of cuticle genes.

### Pri peptides stabilize the Ken transcription factor to repress cuticle genes in the embryo

On the basis of current knowledge about their mode of action on Svb during trichome formation (*20*, *22*), we speculated that Pri peptides likely repress cuticle genes by controlling the function of an additional transcription factor. Therefore, we tested the consequences of knocking down candidate transcriptional repressors that are expressed in the embryonic epidermis (see Table 1). We found that partial loss of function of *ken and barbie* (*ken*) triggered ectopic expression of *Lcp3*, *Lcp4*, and *Cpr47Eb*, with patterns resembling those seen in embryos lacking *pri* (fig. S4A). *ken* is normally expressed in the epidermis of late embryos (fig. S4B) and the derepression of cuticle genes was also observed in a heteroallelic combination of the strong *ken^1^* allele and *Df*(*2R*)*BSC660*, as well as following RNA interference (RNAi)–mediated depletion of *ken* (Fig. 3, A and B). Driving *ken* cDNA (using *Ptc-Gal4*) in the epidermis of *ken* mutant embryos prevented the ectopic expression of *lcp4* (Fig. 3A), further confirming that *ken* is required for the repression of this sample set of cuticle genes. To obtain a larger and unbiased comparison of the functions of *pri* and *ken*, we generated RNA sequencing (RNA-seq) experiments on *ken* mutant embryos, as well as on *pri* and control embryos. 

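RNA of whole embryos was sequenced from control embryos, *pri S18.1* mutants and *ken1*/*Df*(*2R*)*BSC660* mutants. Each genotype had 3 samples, with 200 embryos of stage 16 per sample. The control samples carry titles that begin with w, and their labels give the genotype WT. The authors aligned the reads with STAR (version 2.6.1d) to dm6, counted them per FlyBase gene and kept the 15228 genes with a total above 1 over all samples. The counts assigned to genes were 27958222, 26805110 and 21048610 in the control samples, 21310155, 21973563 and 22243212 in the *pri* samples, and 28859395, 23036142 and 24339212 in the *ken* samples. Levels are the authors' normalized counts, which equal these counts divided by DESeq2 size factors (largest relative difference 4.99e-10). The genotypes were compared in one edgeR quasi-likelihood fit of all 9 samples with TMM factors, and a gene was called at an adjusted p under 0.05.
*ken* was counted in every sample. It stood at 1240 ± 85.1 normalized counts (SD, n = 3) in *ken* mutants against 6940 ± 500 (SD, n = 3) in control embryos, a log2 fold change of −2.49 (standard error 0.13, adjusted p = 2.54e-05 from edgeR). *ken* (FBgn0011236) lies on 2R of dm6 from 23870273 to 23877442. Around it, between *egl* and *DCP1* (2R, 23734904 to 23890276), 18 of 22 expressed genes were lower in *ken* mutants, with a median log2 fold change of −0.78 when *ken* is left out. Of the 10 genes on each side of this stretch, none was lower by edgeR or DESeq2 (1 at an unadjusted p under 0.05) and 3 were higher. The count of *pri* was not analysed here. On 3R from 13815279 to 13874916, beside *pri*, 6 of 7 genes were lower in *pri* mutants, with a median log2 fold change of −4.47. *E5*, a homeobox gene, stood at 9.69 ± 1.45 normalized counts in *pri* mutants and at 350 ± 17.3 in control embryos (SD, n = 3 each). *Nsf2*, which encodes a membrane fusion factor, stood at 117 ± 61.0 and 2612 ± 99.5. None of the 7 was called in *ken* mutants by edgeR or DESeq2 (1 at an unadjusted p under 0.05, higher). *Nsf2* and the bounds of both stretches were chosen after their values were seen.

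**Figure D1:**
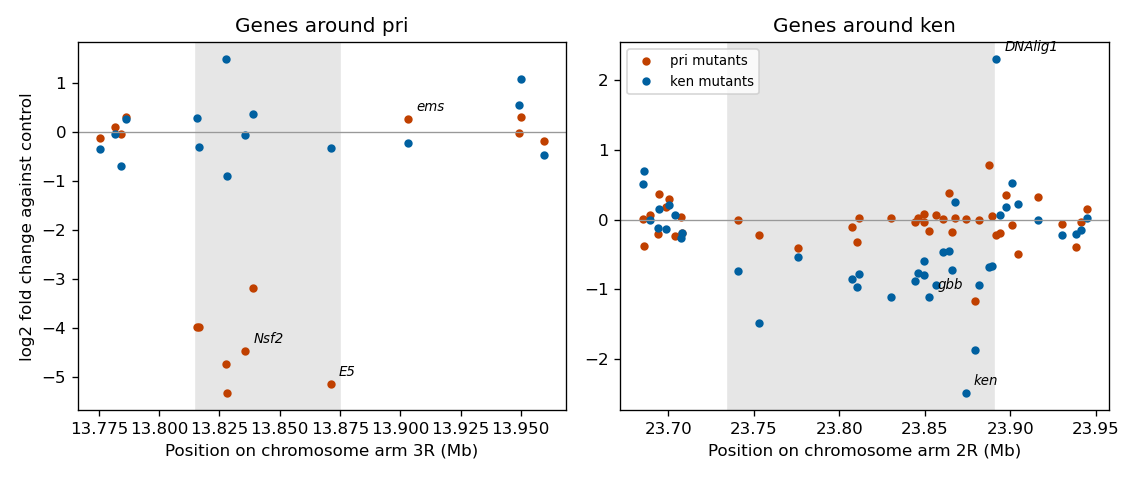
Log2 fold change against control embryos of the genes beside *pri* (3R) and beside *ken* (2R), plotted at their positions in dm6, in *pri* and in *ken* mutants. Beside *pri* 6 of 7 genes, and around *ken* 18 of 22, were called lower in the mutant of the gene they lie beside.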

Consistent with previous results (*13*), analysis of RNA-seq data in *pri* mutants retrieved similar sets of down-regulated trichome effectors, and up-regulated cuticle genes, cross-validating the different methods. 

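Most effectors of trichome formation fell in *pri* mutants, while cuticle protein genes moved both ways. Of 13 trichome effectors that act downstream of Shavenbaby, 10 were lower than in control embryos and none was higher by edgeR (13 lower when adjusted over the list alone, 12 lower by DESeq2, all 13 lower at an unadjusted p under 0.05), with a median log2 fold change of −1.45. *sha*, which is required for trichome outgrowth (FBgn0003382, 2R, 11324314 to 11336463), stood at 387 ± 64.8 normalized counts (SD, n = 3) against 1710 ± 335 in control embryos, a log2 fold change of −2.15 (standard error 0.24, adjusted p = 0.00132 from edgeR). *m*, which encodes a zona pellucida domain protein of the apical matrix, fell by 2.49 on the log2 scale (standard error 0.29, adjusted p = 0.00146). *mey*, *nyo* and *neo*, of the same protein family, had log2 fold changes of −1.77, −1.68 and −1.57 (adjusted p = 0.00113, 0.00832 and 0.00242). The yellow gene *y*, *zye* and the actin bundling gene *sn* had log2 fold changes of −1.33, −0.81 and −0.39 that did not pass (adjusted p = 0.214, 0.0888 and 0.0762 from edgeR).
Larval cuticle protein genes next to one another on 2R were among the cuticle genes that rose. *Lcp2* (FBgn0002533, 2R, 8433797 to 8434785) rose from 57.0 ± 20.6 to 1700 ± 652 normalized counts (SD, n = 3 each), a log2 fold change of 4.90 (standard error 0.39, adjusted p = 0.000178 from edgeR). *Lcp1* (FBgn0002531) rose from 54.4 ± 1.37 to 207 ± 91.4, a log2 fold change of 1.93 (standard error 0.38, adjusted p = 0.0157). *Lcp1* to *Lcp4* are paralogs that may share reads. Of 126 cuticle protein genes, 8 rose and 27 fell (11 and 41 when adjusted over the list alone). Among the 26 genes with a rise of more than 4 on the log2 scale, 3 were cuticle protein genes (11.5%). The share was 1.43% of all 561 genes that rose, and 126 of the 15228 genes tested are on the list. Of the 6 cuticle genes that the paper names in its text, partly from these samples, 4 rose and none fell by edgeR (6 rose when adjusted over the list alone, and all 6 were higher at an unadjusted p under 0.05). *Edg91* had a log2 fold change of 3.20 (standard error 0.81, adjusted p = 0.0456) and *TwdlP*, a Tweedle protein gene, did not pass, at 4898 ± 3746 against 1959 ± 629 normalized counts (SD, n = 3 each, adjusted p = 0.226). *TwdlW*, of the same family, fell by 2.55 (adjusted p = 0.000148). Of 63 genes with an in situ probe in Table S5 that were matched by symbol, 8 rose and none fell by edgeR (8 and 0 when adjusted over the list alone, 10 and 1 by DESeq2, 18 at an unadjusted p under 0.05 in either direction). Some genes of Table S5 were not matched.
Against all other genes, the trichome list was lower (camera with a preset correlation of 0.01, adjusted p = 4.31e-19), as was the cuticle protein list (adjusted p = 2.47e-05), and the 6 named cuticle genes (adjusted p = 7.01e-13) and the probe genes (adjusted p = 0.00127) were higher. With an estimated correlation the 4 lists gave adjusted p = 0.0805, 0.864, 0.135 and 0.99. The paper took genes for in situ hybridization from those up-regulated in *pri* mutants, and named its cuticle genes as up-regulated there. The probe genes and the named cuticle genes thus do not stand for cuticle genes at large, and their rise is no neutral test. *pri* sample 1 stood apart from the other *pri* samples: there, the 6 named cuticle genes were at a median log2 difference of 1.31, the probe genes at 0.85, the cuticle protein genes at 0.31, the trichome effectors at −0.53 and 35 midgut genes at 2.84. Without it, in a test chosen after seeing the data, the probe genes as a list did not pass (camera adjusted p = 0.316, median log2 fold change −0.01). Without control sample 1, control sample 2 or *pri* sample 3, 6 trichome effectors were lower, and without any one of the control samples 5 cuticle protein genes were higher. The fall of the cuticle protein genes counted 17 and 16 without control samples 2 and 3. Of the probe genes, 4, 3 and 3 rose without control samples 1, 2 and 3, and 5 without *pri* sample 3 or *ken* sample 2, while 1 fell without *pri* sample 1 and 2 without *ken* sample 2. The call of *Lcp1* was lost without any one control sample (adjusted p = 0.0643 to 0.0733). *Edg91* passed in 10 of 17 alternatives (adjusted p = 0.00298 to 0.159), not with the robust fit (0.114) and not without any one control sample, *pri* sample 1, *pri* sample 3 or *ken* sample 2.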

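Among the genes that rose in both mutants were *mthl8* and *Cyp4p2*, and among those that fell in both *RpS5b* and *Lcp65Af*. *mthl8*, which encodes a Methuselah-like receptor, rose from 13.2 ± 10.2 normalized counts (SD, n = 3) in control embryos to 711 ± 41.0 in *pri* mutants and 760 ± 57.8 in *ken* mutants. *Cyp4p2*, a cytochrome P450 gene, had log2 fold changes of 3.82 and 3.63 (standard error 0.17 each, adjusted p = 1.13e-05 and 2.03e-05 from edgeR) and *Ugt35B1*, a UDP-glycosyltransferase gene, of 4.32 and 3.48. *ImpL2*, which encodes an insulin-binding protein, rose by 0.81 and 0.60, and the larval serum protein gene *Lsp1gamma* by 1.80 and 1.37. Among the genes lower in both, *RpS5b*, a ribosomal protein gene expressed mainly in the germ line, fell from 7497 ± 342 to 3162 ± 90.8 in *pri* and 2662 ± 231 in *ken* mutants, and the cuticle gene *Lcp65Af* fell by 3.73 and 3.64 on the log2 scale.
Of 15228 genes tested, 561 were higher and 583 lower in *pri* mutants, and 337 were higher and 428 lower in *ken* mutants. Higher in both were 117 genes, where independent lists would share 12.4 (Fisher's exact test, one-sided, p = 1.28e-83), and lower in both 142, against 16.4 (p = 9.12e-97). Opposite changes were found in 14 and 15 genes, against 15.8 and 12.9. Both comparisons use the same control samples. In simulated counts with no effect and shared control samples at most 1 gene was higher in both and 0 lower (30 draws), but there means of 0.267 and 0.133 genes were called at all. With the called changes of each mutant given to unrelated genes of like expression, in draws chosen after seeing the data, 5 to 15 genes were higher and 2 to 18 lower in both, where means of 709 and 475 genes were called (30 draws). The covariance of the fold changes was 0.241 against 0.0512 with no effect and 0.0526 with unrelated effects, their correlation 0.478 against 0.494 and 0.128, and the share of 11307 genes with the same sign 63.8% against 66.5% and 64.2%. Part of the overlap may still come from the shared control samples, or from a strain of the control embryos that differs from both mutants. Of the 117 genes, 20 differed between *pri* and *ken* mutants in the direct test. Without control samples 1, 2 and 3, 259, 281 and 259 genes were higher in *pri* mutants and 155, 180 and 151 in *ken* mutants, and 240, 238 and 239 were lower in *ken* mutants. Lower in *pri* mutants were 330 and 309 without control samples 1 and 2 and 372 and 324 without *pri* samples 2 and 3. Without *pri* sample 3, 313 were higher in *pri* mutants, and without *ken* sample 3, 177 were higher and 239 lower in *ken* mutants. By DESeq2, 872 genes were higher in *pri* mutants, and 551 were higher and 688 lower in *ken* mutants, and with the sample number as a block 705 were lower in *ken* mutants. With a fold threshold of 1 on the log2 scale 243 and 360 were higher and lower in *pri* mutants, 202 and 235 in *ken* mutants and 61 and 92 in both. The number higher in both was 53, 63 and 54 without control samples 1, 2 and 3, 74 without *pri* sample 3 and 72 without *ken* sample 3, and it was 195 by DESeq2 and 177 with the block. The number lower in both was 68, 69 and 91 without control samples 1, 2 and 3, 93 and 82 without *pri* samples 2 and 3, 85 without *ken* sample 3, 240 by DESeq2 and 262 with the block.

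**Figure D2:**
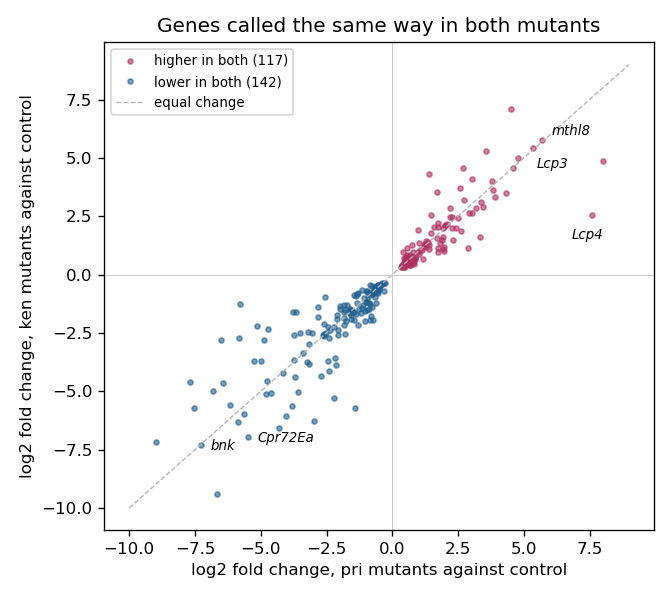
Log2 fold change against control embryos in *ken* mutants plotted against that in *pri* mutants, for the 117 genes higher in both and the 142 genes lower in both. The dashed line marks an equal change.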

Comparison between the sets of genes up-regulated in *ken* or *pri* mutant embryos revealed a group of 75 genes, which require both *ken* and *pri* to be properly repressed in embryos (Fig. 3C). This common set of genes comprises many cuticle genes, including *Lcp3*, *Lcp4*, and *Cpr47Eb*. In contrast, none are known or predicted to be related to the actin cytoskeleton. Accordingly, *ken* mutant embryos displayed normal-looking trichomes and F-actin distribution in epidermal cells, as opposed to *pri* mutants (fig. S5). *ken* encodes a BTB (Broad-Complex, Tramtrack, and Bric a brac) transcription factor, an ortholog of *Bcl6* (*B cell lymphoma 6*) in mammals (*30*, *31*). 

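*Lcp3* rose in both mutants and *Lcp4* rose strongly in *pri* and less in *ken* mutants, while their neighbors *Lcp1* and *Lcp2* did not rise in *ken* mutants. *Lcp3* (FBgn0002534, 2R, 8435310 to 8436095) stood at 17.8 ± 4.99 normalized counts (SD, n = 3) in control embryos, 4704 ± 1187 in *pri* mutants and 527 ± 359 in *ken* mutants, log2 fold changes of 8.01 (standard error 0.62, adjusted p = 0.000148 from edgeR) and 4.86 (standard error 0.57, adjusted p = 0.00147). *Lcp4* (FBgn0002535, 2R, 8437647 to 8438495) stood at 135 ± 50.1, 26080 ± 4492 and 791 ± 686, log2 fold changes of 7.58 (standard error 0.67, adjusted p = 0.000307) and 2.54 (standard error 0.56, adjusted p = 0.0329). *Cpr47Eb* (FBgn0033598, 2R, 11255167 to 11255983), a cuticle gene of the Rebers-Riddiford family, stood at 223 ± 108, 2952 ± 3919 and 5311 ± 5662, with every mutant sample above every control sample. In a single comparison of 3 samples with 3, groups that do not overlap, in either direction, arise by chance in 10% of genes. For both mutants at once the share is lower and was not computed. The log2 fold changes of *Cpr47Eb*, 3.72 (standard error 1.14, adjusted p = 0.0873) and 4.56 (standard error 1.18, adjusted p = 0.063), did not pass by edgeR. In *ken* mutants *Lcp1* fell by 3.82 (adjusted p = 0.00212), *Lcp2* had a log2 fold change of −1.01 that did not pass (adjusted p = 0.229), and *Cpr67Fa1*, another cuticle gene, rose by 3.27 (adjusted p = 0.000244). *Lcp2* passed there, as lower, in 1 of 17 alternatives (adjusted p = 0.00599 to 0.497).
Of 188 cuticle protein, chitin and tanning genes, 4 were higher in both mutants, where 1.44 are expected (Fisher's exact test, one-sided, p = 0.057, adjusted p = 0.646 over the lists), and 9 were lower in both (p = 6.7e-05, not adjusted). Besides *Lcp3* and *Lcp4* these were *yellow-d*, a *yellow* family gene, with log2 fold changes of 1.38 in *pri* and 1.25 in *ken* mutants (adjusted p = 0.00759 and 0.0148), and *Tbh*, which makes octopamine from tyramine, with 1.20 and 1.23 (adjusted p = 0.0177 and 0.0206). Among the genes lower in both, *Cpr72Ea* stood at 54.2 ± 6.32 normalized counts in control embryos, 1.08 ± 0.0543 in *pri* and 0.274 ± 0.475 in *ken* mutants (SD, n = 3 each). Of the 126 cuticle protein genes, 3 rose and 15 fell in *ken* mutants (8 and 20 when adjusted over the list alone, 7 and 23 by DESeq2; 8 rose with the sample number as a block and 5 in the fit of only the genotypes compared; camera adjusted p = 0.000487 for a fall, adjusted p = 0.964 with an estimated correlation, and 0.0795 without *ken* sample 2, chosen after seeing the data).
In *ken* sample 1 the named cuticle genes were at a median log2 difference of 1.54 from the other *ken* samples, the cuticle protein genes at 0.32 and the midgut genes at 0.60. Without *pri* sample 1, 6 cuticle protein genes rose in *ken* mutants, and without *pri* sample 1 and *ken* sample 1 together, left out after seeing the data, 10 did. *Lcp4* passed in *ken* mutants in 12 of 17 alternatives (adjusted p = 0.00197 to 0.132), not with the robust fit (0.0878) and not without any one control sample or *pri* sample 3, and without these samples *Lcp3* was the one cuticle protein gene higher in both. *Cpr47Eb* passed in both mutants by DESeq2 (adjusted p = 0.0117 and 0.00145) and with the sample number as a block (adjusted p = 0.00547 and 0.00125), in ranges over the alternatives of 0.00547 to 0.275 in *pri* and 0.00125 to 0.225 in *ken* mutants. *yellow-d* lost its call in *ken* mutants without control samples 1 and 3 (adjusted p = 0.0699 and 0.0714). *Tbh* lost it without control samples 2 and 3, in *pri* mutants (adjusted p = 0.0591 and 0.0643) and in *ken* mutants (at most 0.0796), and in *ken* mutants also without *ken* samples 1 and 3 (0.0651 and 0.0686). Without *ken* sample 3 the log2 fold change of *Lcp4* in *ken* mutants was 1.54. The log2 fold change of *Cpr47Eb* was 1.62 in *pri* mutants without *pri* sample 1 and it passed in *ken* mutants in the fit of only the genotypes compared (adjusted p = 0.0171) and without *pri* sample 1 or *pri* sample 2 (adjusted p = 0.00994 and 0.0457).

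**Figure D3:**
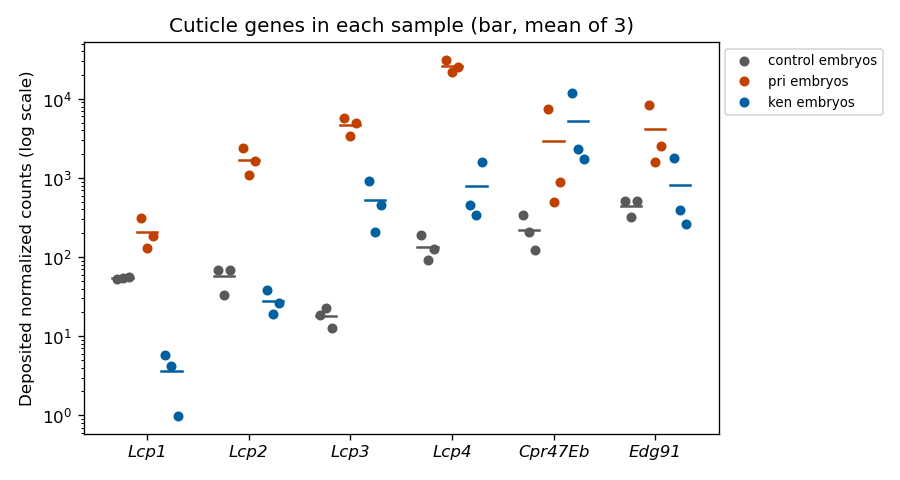
Normalized counts of cuticle genes in each control, *pri* and *ken* sample on a log axis. Points are samples and bars are means of 3 samples. The *Lcp3* and *Lcp4* points of the *pri* samples lie above all control points.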

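None of 51 genes of the actin cytoskeleton was higher in both mutants by edgeR or DESeq2 (0 at an unadjusted p under 0.05 in both), where independent lists would share 0.392. In *pri* mutants 3 of the 51 fell and none rose (3 and 0 when adjusted over the list alone, 5 lower by DESeq2, 10 at an unadjusted p under 0.05 in either direction). These were *sha*, *f* and *WASp*, which are also on the trichome list. *f*, which bundles actin in bristles and trichomes, had a log2 fold change of −1.47 (standard error 0.21, adjusted p = 0.00374 from edgeR), and *WASp*, an activator of actin branching, one of −0.28 (standard error 0.06, adjusted p = 0.0304). In *ken* mutants none of the 51 was called by edgeR (0 when adjusted over the list alone, 1 lower by DESeq2, 3 at an unadjusted p under 0.05, 1 lower by edgeR without *pri* sample 1), and *f* had a log2 fold change of 0.20 (adjusted p = 0.675). *WASp* passed in *pri* mutants in 10 of 17 alternatives (adjusted p = 0.000411 to 0.109), not with library totals and not without any one control sample, *pri* sample 2, *pri* sample 3 or *ken* sample 3, and without any one of these samples 2 genes of the list fell.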

In flies, it has been reported to repress a subset of Janus kinase–signal transducer and activator of transcription (JAK/STAT) pathway target genes during mid-embryogenesis (stages 10 to 13), i.e., *vvl*, *trh*, and *kni*, while another target of the pathway (*socs36E*) is not affected in *ken* mutant embryos (*32*)*.* Our RNA-seq data obtained from later embryos (stages 15 and 16) did not reveal significant changes in the expression of the four abovementioned genes nor of other members of the pathway (table S1), suggesting that Ken function may be independent of JAK/STAT for terminal differentiation of the epidermis. Therefore, we interpret these results to imply that the Ken transcription factor is specifically involved in cuticle gene repression operated by Pri peptides, and not in other functions of *pri* in epidermal cells, such as actin-remodeling for trichome formation.

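Of the 17 JAK/STAT genes of Table S1, none was called in *ken* mutants by edgeR or DESeq2, and none when adjusted over the list alone (3 at an unadjusted p under 0.05). *vvl*, which encodes a POU domain factor, stood at 9445 ± 1380 normalized counts (SD, n = 3) against 8643 ± 311 in control embryos, a log2 fold change of 0.12 (95% interval −0.20 to 0.45, adjusted p = 0.687 from edgeR). *trh*, a regulator of tracheal fate, had a log2 fold change of −0.02 (95% interval −0.26 to 0.22, adjusted p = 0.956) and *Socs36E*, a feedback inhibitor of the pathway, one of 0.06 (95% interval −0.16 to 0.28, adjusted p = 0.789). *kni*, a gap gene, had a log2 fold change of −0.41 (95% interval −0.77 to −0.05, adjusted p = 0.173). The intervals use the residual degrees of freedom of the fit, fewer than the edgeR test uses, so they can be wider than that test implies. The widest changes were those of genes with few counts. *upd3*, a ligand of the pathway, stood at 66.6 ± 55.3 against 18.3 ± 10.4 normalized counts (log2 fold change 1.84, 95% interval 0.15 to 3.54, adjusted p = 0.199). With the sample number as a block, *kni* and *upd3* passed (adjusted p = 0.0326 and 0.00448), in ranges over the alternatives of 0.0326 to 0.412 and 0.00448 to 0.519. In counts simulated at this depth and spread between samples, 64.2% of 67 genes with a change of 1 on the log2 scale were called in the *ken* comparison. Genes with few counts were not among those changed, and smaller changes were not simulated.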

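Most trichome effectors and some cuticle genes differed between the mutants themselves. In the direct comparison 10 of the 13 trichome effectors were lower in *pri* than in *ken* mutants and none was higher by edgeR (11 and 0 when adjusted over the list alone, 11 and 0 by DESeq2; 11 passed an unadjusted p under 0.05). *sha* stood at 2627 ± 854 normalized counts (SD, n = 3) in *ken* mutants, and its log2 fold change was 0.62 against control embryos (adjusted p = 0.196) and −2.76 in *pri* against *ken* mutants (standard error 0.25, adjusted p = 0.00035 from edgeR). Against control embryos, none of the 13 was called in *ken* mutants by edgeR (0 when adjusted over the list alone, 1 lower by DESeq2, 2 at an unadjusted p under 0.05, 1 lower by edgeR without *ken* sample 3). Of the 6 cuticle genes that the paper names, 3 were higher in *pri* than in *ken* mutants (5 when adjusted over the list alone; camera adjusted p = 7.71e-08, adjusted p = 0.216 with an estimated correlation). *Lcp3*, *Lcp4* and *Lcp2* differed by 3.15, 5.04 and 5.91 on the log2 scale (adjusted p = 0.0032, 0.00113 and 0.000156). *Lcp1*, of the same cluster, differed by 5.75 (adjusted p = 0.000284).
In all, 614 genes were higher and 623 lower in *pri* than in *ken* mutants. The trichome list was lower (camera adjusted p = 8.32e-14; adjusted p = 0.185 with an estimated correlation). Without *pri* sample 3 or *ken* sample 3, 6 trichome effectors differed, and of all genes 803 and 798; in the fit of only the genotypes compared 746 did, and with a fold threshold of 1 on the log2 scale 668. The paper draws on the cuticle genes shared by both mutants, the absence of actin genes among them, and the normal-looking trichomes and F-actin of *ken* mutants. From the JAK/STAT genes without a significant change it reasons that Ken may act apart from this pathway. Its other evidence includes ectopic *Lcp3*, *Lcp4* and *Cpr47Eb* in *ken* mutants by in situ hybridization, *ken* RNAi, and *Lcp4* repression restored by *ken* cDNA. Further on, the paper reports that GFP-tagged Ken was lost in *pri* mutant embryos and, in larvae, after RNAi of *pri* or *ubr3*. It also shows ectopic cuticle genes in embryos without *ubr3*. The paper interprets its results to imply a specific role of Ken in the repression of cuticle genes by Pri peptides. It sees none in other functions of *pri* such as actin remodeling for trichomes.

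**Figure D4:**
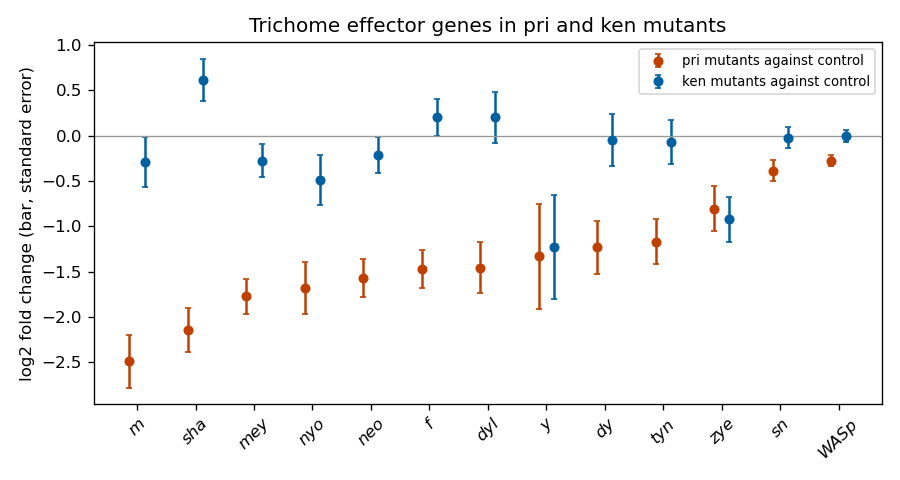
Log2 fold change against control embryos of the 13 trichome effectors in *pri* and in *ken* mutants, with bars of 1 standard error. The *pri* values lie below 0 for all 13 genes.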

**Table 1.** List of mutant lines for transcription repressors expressed in embryonic epidermis tested for putative cuticle gene repression.

Gene name	Genotype	Bloomington stock number
Epi74EF	Eip74EF[DL-1] st[1] p[p] e[11]/TM6C, Sb[1] Tb[1]	4435
Eip75B	l(3)07041= P{PZ}Eip75B[07041] ry506/TM3, ryRK Sb1 Ser1	11712
Hr78	w; Hr78[2]/TM6B, Tb1	4436
Hr51	w1118; Hr51[X1]/CyO, P{GAL4}DC3, P{UAS-GFP}DC7	56835
usp	usp[2]/FM7a	31414
Hr39	y1 w67c23; P{GawB}Hr39[c739]	7362
vri	w; vri[1] P{neoFRT}40A/CyO, P{GAL4}DC3, P{UAS-GFP}DC7	78071
ttk	P{PZ}ttk[1]/TM6B, Tb+	4163
Optix	w*; P{neoFRT}42D Optix[1]/CyO	67402
pnt	Pnt[Δ88]/TM3, Sb1	861
Taf1	Taf1[1] red1 e1/TM3, Sb1	5300
bs	sp2 bs[2]	403
Diap1	Ru[1]h[1] Diap1[1] st[1] grn[7L] cu[1] sr1 es ca1/TM3, Sb1 Ser1	3103
shn	cn[1] shn[1] bw[1] sp[1–]/CyO	3008
Alh	w1118; Alh[RV95]/TM6B, Tb1	8635
rib	cn1 rib[1] bw1 sp1/CyO	3240
DOR	w1118; TI{TI}DOR[KO]/TM3, P{ActGFP}JMR2, Ser1	76338
fum	Fum[H63]/FM6	7207
tai	Dpy[ov1] tai[61G1] P{neoFRT}40A/CyO	6379
ken	cn1 P{PZ}ken[1]/CyO; ry506	11753
dys	w*; e1 dysf[2]/TM3, P{GAL4}DC2, P{UAS-GFP}DC10, Sb1	9590
jing	y1 w67c23; P{lacW}jing[k03404]/CyO	10378
ss	ss[1]	2973

**Fig. 3.**
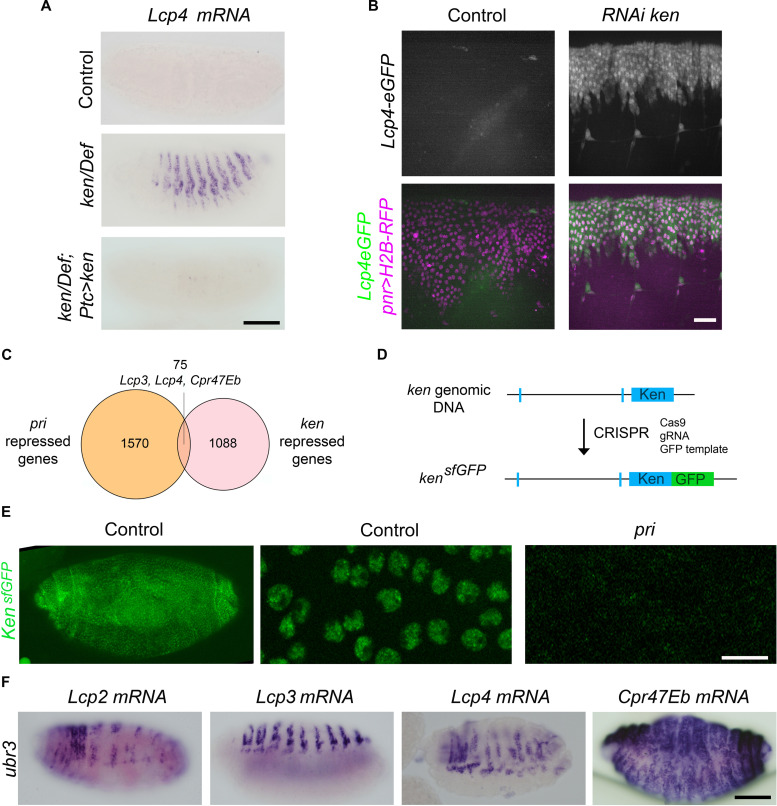
The Ken transcription factor represses cuticle genes during late embryogenesis. (**A**) Whole-mount in situ hybridization in *ken* loss of function stage 16 embryos [*ken^1^/Df*(*2R*)*BSC660*] revealing the ectopic expression of *Lcp4* mRNA. The re-expression of *ken* cDNA, under *Ptc-gal4* control, rescues the repression of *Lcp4*. Scale bar, 100 μm. (**B**) Analysis of the *Lcp4prom-eGFP* activity in stage 16 live embryos. *Pnr-Gal4* driver was used to drive the nuclear marker histone 2B fused to red fluorescent protein (H2B-RFP) in dorsal epidermal cells, either alone or together with *ken RNAi*. Scale bar, 15 μm. (**C**) Venn diagram representing genes up-regulated in *pri* and *ken* mutant embryos, with 75 common genes being up-regulated in both mutants, including *Lcp3*, *Lcp4*, and *Cpr47Eb*. (**D**) Schematic representation of the *ken^sfGFP ^*knock-in line. (**E**) Expression and distribution of Ken^sfGFP^ in control and *pri^S18.1^* stage 16 mutant contexts. The accumulation of Ken^sfGFP^ in epidermal nuclei is lost in *pri* mutant embryos. Scale bar, 10 μm. (**F**) Whole-mount in situ hybridization of *Lcp2*, *Lcp3*, *Lcp4*, and *Cpr47Eb* mRNA in stage 16 embryos depleted of both maternal and zygotic functions of *ubr3*, showing ectopic expression of cuticle genes in the embryonic epidermis. Scale bar, 100 μm.

We next investigated putative functional interactions between Pri peptides and the Ken transcription factor. As seen by in situ hybridization, the expression of *ken* is not altered in *pri* mutants and, reciprocally, *pri* is expressed normally in *ken* mutants, indicating that the two genes are mutually independent for their transcription (fig. S6A). As Pri peptides and Ken are acting in the same process, we explored the hypothesis that Pri peptides could influence Ken function at the protein level. To faithfully monitor the Ken protein in embryos, we generated a functional knock-in using CRISPR to tag the endogenous *ken* gene with superfolder green fluorescent protein (sfGFP) (*ken^sfGFP^*) (Fig. 3D). Similar to the *ken* mRNA pattern (fig. S4B), Ken^sfGFP^ was seen at late stages of embryogenesis, accumulating in the nuclei of epidermal cells (Fig. 3E). In contrast, Ken^sfGFP^ signal was lost in *pri* mutant embryos (Fig. 3E), indicating that Pri peptides are required for the proper accumulation and/or stability of the Ken transcription factor. The Ken protein was also no longer detected in additional *pri* mutants we tested, or when using a *Ken::GFP* PBac construct (model organism Encyclopedia of Regulatory Network, modERN Project; https://beta.flybase.org/captcha/reports/FBrf0228168) as an alternative method to follow Ken, confirming the role of Pri peptides on the Ken protein (fig. S6B). Since Pri peptides act through their binding to Ubr3 during the maturation of Svb (*20*), we investigated whether Ubr3 could be involved in the *ken*-dependent repression of cuticle genes. Embryos lacking *ubr3* function exhibited ectopic expression of cuticle genes in the epidermis, following the same patterns as in *pri* and *ken* mutants (Fig. 3F). Moreover, *ubr3* overexpression in embryos lacking ecdysone (*phm* mutants) showed a strong reduction of *Lcp4* ectopic expression (fig. S7). Together, we conclude that the Pri/Ubr3 complex is required for Ken protein activity, thereby regulating the expression of cuticle genes.

### Pri peptides and Ken repress the expression of cuticle genes along larval stages

*pri* repression of cuticle genes during embryogenesis raised the question of when these genes are naturally expressed during *Drosophila* development. Among them, Lcp have been reported to be expressed in third instar larvae (*33*–*37*). Here, we monitored their expression across postembryonic stages using our GFP reporter lines and live imaging (Fig. 4A and fig. S8). We found that *Lcp2-eGFP* and *Lcp4-eGFP* activities arose during the second part of the L3 stage and were reinforced at the wandering L3 stage, throughout the epidermis except in the anal pad structure. This expression persisted in epidermal cells during metamorphosis. Regarding *Cpr47Eb*, after very weak and transient epidermal activity at the L2 stage, there is a strong expression at the L3 larval stage in the anal pad structure in addition to a faint signal in all epidermal cells (fig. S8). These results are consistent with genome-wide data describing the developmental expression of *Drosophila* mRNAs (*33*) and mass spectrometry detection of proteins (figs. S9 and S10) (*38*). These data therefore establish that *Lcp2*, *Lcp4*, and *Cpr47Eb* genes are normally expressed only at the late larval stages.

**Fig. 4.**
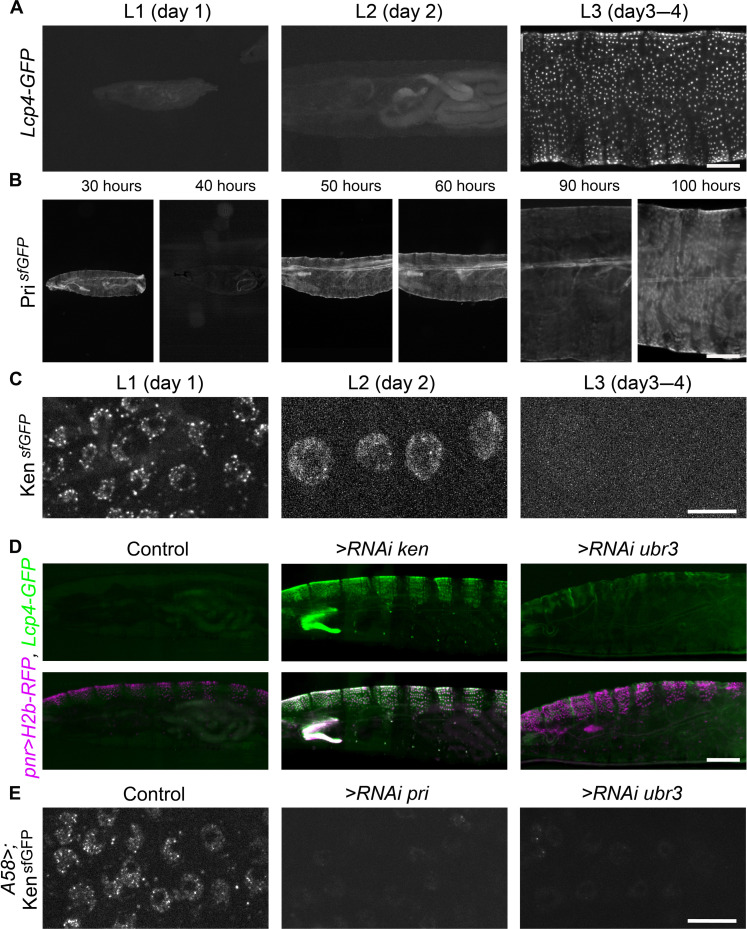
Ken sustains Pri/Ubr3-induced active repression of cuticle genes along larval stages. (**A**) Lateral view of living larvae expressing *Lcp4-prom-eGFP* at L1, L2, and L3 stages. At the late L3 stage, *Lcp4-prom* activity begins and covers the whole epidermis. Scale bar, 200 μm. (**B**) Lateral view of **pri*^sfGFP^* larvae revealing the cyclic expression of *pri* along larval stages. Thirty and 40 hours correspond to two time points during the L1 stage, 50 and 60 hours for the L2 stage, and 90 and 100 hours for the L3 stage. Scale bar, 200 μm. (**C**) Visualization of the Ken^sfGFP^ protein in epidermal cells of living larvae. While Ken^sfGFP^ accumulates in the nuclei of epidermal cells at the L1 and L2 larval stages, it is not detected in the epidermis at the L3 larval stage. Scale bar, 10 μm. (**D**) Analysis of *Lcp4* promoter activity in living L2 larvae, in control conditions or upon expression of *ken* or *ubr3* RNAi in dorsal cells, visualized with H2B-RFP, under the control of the *pnr-Gal4* driver. Following *ken* depletion, the *Lcp4* promoter is abnormally activated in *pnr-Gal4* positive cells. The depletion of *ubr3* also provokes an ectopic expression of *Lcp4* but to a lesser extent compared to *ken* RNAi. Scale bar, 200 μm. (**E**) Analysis of Ken^sfGFP^ protein in L1 living larvae in control conditions or upon the depletion of *pri* or *ubr3* function in epidermal cells using the *A58-Gal4* driver. RNAi depletion for *pri* or *ubr3* causes the disappearance of Ken^sfGFP^ protein. Scale bar, 10 μm.

Since the transcriptional repression mechanism operated by Ken/Pri we identified occurs at the end of embryogenesis, we wondered whether it could last several days, until the onset of the expression of cuticle genes. At first, we analyzed the expression of relevant players using live imaging during larval stages. To monitor Pri peptides dynamics, we generated a sfGFP knock-in line **pri*^sfGFP^* that recapitulates the endogenous pattern of *pri* mRNA during embryogenesis (fig. S11). Along the L1 to L3 stages, we detected a periodic expression of Pri^sfGFP^ in epidermal cells supporting its function in the larval epidermis (Fig. 4B). As seen in wild-type embryos (Fig. 3E), Ken^sfGFP^ was also readily detected in the nuclei of epidermal cells, at the L1 and L2 larval stages (Fig. 4C). However, Ken^sfGFP^ staining was no longer observed at L3 stages, i.e., at the time when *Lcp2*–*4* genes start to be expressed. The presence of the Ken protein thus correlates with the absence of cuticle gene expression, suggesting that Ken sustains active repression from the end of embryogenesis until the L2 larval stage.

We next assessed whether the loss of *ken* function could modify the temporal pattern of cuticle genes in the epidermis at larval stages, using the *Lcp4-eGFP* reporter as readout. RNAi-mediated depletion of *ken* function in the dorsal epidermis of L2 larvae led to ectopic *Lcp4* expression, in corresponding cells, indicating that *ken* is required throughout early larval stages for the repression of cuticle genes (Fig. 4D and fig. S12). As observed following *ken* depletion, *ubr3* RNAi induced a weaker but clear ectopic signal of *Lcp4* reporter, showing that *ubr3* is also essential to repress cuticle genes across larval stages (Fig. 4D). The depletion of *ken* or *ubr3* function in dorsal epidermal cells caused an earlier activity of *Lcp4-eGFP* only in those cells, further showing the cell-autonomous effect of *ken* and *ubr3* on cuticle gene repression.

Last, we tested the requirement of *pri* and *ubr3* for Ken protein stability during larval stages. Following RNAi-mediated depletion of either *pri* or *ubr3*, Ken^sfGFP^ was no longer detected in epidermal cells, showing that both Pri peptides and Ubr3 are necessary for Ken protein accumulation during larval stages (Fig. 4E). Collectively, these results establish that Ken/Pri/Ubr3 actively prevent the expression of a subset of cuticle genes, for several days, from the end of embryogenesis to the L2 larval stage.

### Cuticle gene misexpression impairs cuticle integrity

The prolonged repression of a subset of cuticle genes during larval stages suggests that their premature expression might be harmful to cuticle integrity and function. To test this hypothesis, we assayed the consequences of untimely expression of some of these genes using a *Ptc-Gal4* driver, which is active in subpopulations of embryonic epidermal cells. Since these proteins remained poorly characterized, we first verified that they can contribute to cuticle differentiation by monitoring the subcellular localization of GFP-tagged protein forms of Lcp2, Lcp4, and Cpr47Eb. Consistently, they colocalized with Zye (fig. S13), a Zona Pellucida protein that marks the apical extracellular space of epidermal cells, where the cuticle is assembled (*12*). Moreover, while expressed only by a subset of epidermal cells, they spread throughout the surface of neighboring cells, as expected for secreted cuticle proteins. Then, we produced transgenes allowing UAS/Gal4-driven expression from a sample of six of these cuticle genes. While the precocious expression of Lcp2 resulted only in mild cuticle defects, the sole misexpression of either Lcp3, Lcp4, Edg91, Cpr47Eb, or TwdlP was sufficient to affect cuticle differentiation, with aberrant pigmentation/ hardening of the larval exoskeleton (Fig. 5A). The simultaneous expression of two or several cuticle genes further induced prominent defects, likely resulting from premature sclerotization (Fig. 5B). These results thus support the physiological relevance of preventing the expression of a set of cuticle genes during early larval stages, as the animal requires a non-sclerotized and elastic cuticle for its crawling mobility.

**Fig. 5.**
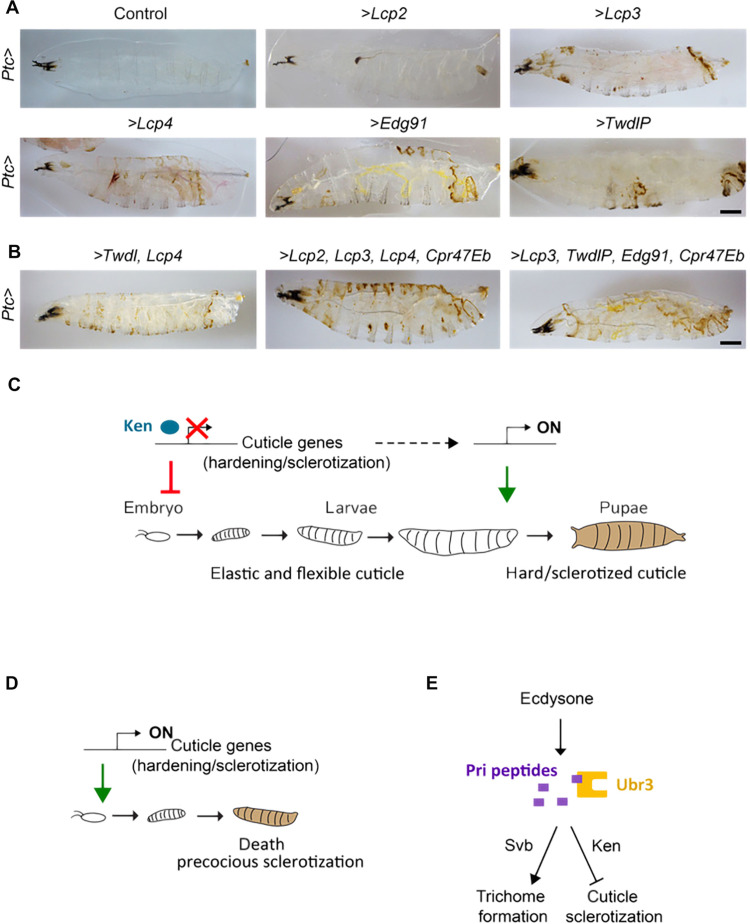
Repression of cuticle genes is essential for cuticle function and larval life. (**A** and **B**) L2 larvae prematurely expressing one (A), two, or a combination of four (B) cuticle genes in the epidermis displayed abnormal sclerotization and pigmentation of their cuticle. Scale bars, 200 μm. (**C** and **D**) Scheme illustrating the genetic program temporally regulated by ecdysone and mediated by Pri/Ken/Ubr3 to prevent cuticle hardening/tanning during larval life. (C) At the end of embryogenesis, the Ken transcription factor represses the expression of specific cuticle genes. This repression, induced by Pri peptides and the E3 ubiquitin ligase Ubr3, lasts several days to ensure the production of elastic and flexible cuticles along larval stages. (D) Precocious expression of these cuticle genes leads to abnormal larval sclerotization that is lethal for the animal. (**E**) During epidermal differentiation, Pri peptides mediate ecdysone function to coordinate two transcriptional programs, regulated by distinct transcription factors, Svb for trichome formation and Ken to prevent cuticle sclerotization.

## DISCUSSION

The cuticle exoskeleton provides essential functions for mechanical protection and locomotion, it mediates most interactions between the animal and the external milieu, and it likely contributed to the evolutionary success of insects (*34*, *39*). In response to hormonal signals, the cuticle is synthesized by epidermal cells before each developmental transition. Cuticles can adopt various biomechanical properties, ranging from soft and elastic to very hard structures, to cope with changes in the animal lifestyle across successive postembryonic stages. This work reveals a mechanism ensuring the temporal control of a gene network encoding cuticle proteins, and thereby of the cuticle composition, along developmental stages. We identified a group of cuticle-related genes that are normally expressed only at late larval stages, participating in cuticle sclerotization, at the time when epidermal cells build the hard pupal case that will protect the animal during metamorphosis. Several lines of evidence, however, support the notion that this set of genes is ready to be expressed from late embryogenesis, i.e., at least 2 days before, but their expression is kept actively repressed during embryogenesis and early larval life by the Ken and Barbie (Ken) transcription repressor (Fig. 5C). The long-lasting repression is activated by ecdysone signaling and requires Pri peptides and the E3 ligase Ubr3, acting together for proper accumulation of the Ken protein in epidermal cell nuclei. This repression mechanism appears critical for larval life, the premature expression of some cuticle genes being sufficient to alter cuticle differentiation, leading to defects resembling precocious tanning/hardening (Fig. 5D). We propose that during early postembryonic stages, the Ken-mediated repression of this subset of cuticle genes contributes to the production of soft and flexible cuticle, which is necessary for the larval-specific crawling mode of mobility.

Our findings also shed light on how the systemic hormone ecdysone coordinates multiple transcriptional networks to time distinct differentiation programs required for epidermis function. Following ecdysone pulses, Pri peptides activate the trichome program governed by the Shavenbaby transcription factor, while simultaneously repressing the expression of late cuticle genes via the Ken repressor (Fig. 5E). For both functions, Pri peptides act through Ubr3, but using distinct mechanisms. Pri peptides trigger ubiquitination of the Svb protein by Ubr3, leading to a limited proteasome degradation that turns Svb into an activator (*20*). In the case of Ken, we found that the lack of *ubr3* or *pri* function leads to the disappearance of Ken staining, therefore suggesting that Pri/Ubr3 action is required to stabilize the Ken protein. Although complete elucidation of this mechanism will require future studies, previous work has reported that Ubr3 (in a ubiquitination-independent manner) can protect target proteins and prevent their degradation by the proteasome. This is the case for Diap1, a main inhibitor of apoptosis, for which Ubr3 binding prevents its degradation and, in the presence of Pri peptides, Ubr3-mediated protection is reinforced (*20*, *40*).

Pri peptides are encoded by a gene that is a direct target of the ecdysone receptor (*16*, *41*), and they have recently been found to mediate ecdysone action in a growing number of developmental and physiological contexts (*24*, *25*, *41*–*43*). In most cases, Pri peptides play a key role in cell and tissue morphogenesis that involves actin cytoskeleton remodeling (*17*, *18*, *22*–*25*, *44*). Our findings show that, in the same epidermal cells, Pri temporally controls two independent transcriptional programs, via Svb for actin-based trichomes and via Ken for cuticle properties. The dual activity of Ubr3 combined with the repertoire of its molecular targets thus provides a means to execute, in a concurrent fashion, distinct differentiation programs in response to ecdysone.

The repression mechanism driven by the Ken/Pri/Ubr3 module lasts several days raising the question of why such a long-lasting repression has been established. We speculate that the extended repression of a set of cuticle genes may represent a remnant of the evolutionary history of insects. *Drosophila melanogaster* belongs to holometabolous insects that, after embryogenesis, undergo several larval stages, followed by complete metamorphosis giving rise to adults (*45*, *46*). They are derived from ancestral species, which (like extant hemimetabolous species) grow after embryogenesis through a series of nymphs that resemble small adults, covered with a sclerotized cuticle. It is thus possible that the set of cuticle genes contributing to cuticle hardening was expressed in embryos of ancestral insects. In this hypothesis, long-lasting repression of this set of genes might have evolved to accompany the innovation of larval stages, allowing the production of a non-sclerotized and soft cuticle and, thereby, the crawling mode of locomotion to exploit novel food resources. Therefore, deciphering the molecular mechanisms setting up differentiation programs to adapt cuticle changes may contribute to a better understanding of insect evolution (*47*–*49*).

## MATERIALS AND METHODS

### Fly strains and crosses

Fly stocks were grown under standard conditions. Fly lines used in this study are from Bloomington Drosophila Stock Center, DGRC, VDRC, or from previous works. We used *w[1118]*, *svb^R9^* (*50*), *pri^1^* (*18*), *pri^5^* (*15*), *pri^S18.1^* (*17*), *phm[E7]*, *ubr3^b^* (*20*), *ken^1^* (BL11753), *Df*(*2R*)*BSC660* (BL26512, which deletes *ken*), *UAS-Ken RNAi* (TRiP.HMS01219, BL34739), *PBac-Ken-GFP* (*ken-GFP.FPTBVK00033*, BL83673), *Ken^sfGFP^* knock-in (this study), *Pri^sfGFP^* knock-in (this study), *UAS-ken* (this study), *UAS-Ubr3* (*51*), *UAS-pri* (*18*), *UAS-svb* (*50*), *UAS-H2b-RFP* (*52*), *Ptc-Gal4* (*14*), *da-Gal4* (*12*), *pnr-Gal4* (*53*), and *A58-gal4* (*54*). Embryos lacking both maternal and zygotic contribution of *Ubr3* were obtained as described in (*20*). To express genes of interest in the epidermis of *phm* mutants, *phm[E7]/FM7*, *Tub-GFP; Ptc-Gal4* were crossed with either *UAS-w*, *UAS-pri*, *UAS-ubr3*, or *UAS-svb*. Experiments using the Gal4/UAS system were performed at 25° or 29°C to optimize gene expression levels. Recombinants were obtained by standard genetic procedures.

### Molecular biology: Constructs for transgenic lines

To follow *Lcp2*, *Lcp3*, *Lcp4*, and *Cpr47Eb* expression throughout embryonic and postembryonic development, we generated reporter lines comprising the promoter region driving *nuclear-eGFP*. In the *Lcp1*–*4* cluster, *Lcp2* and *Lcp3* genes displayed bidirectional configurations with promoters organized in opposite orientations. For these two genes, we designed reporter constructs by cloning the same genomic sequence in two opposite directions. However, the *Lcp3* line did not display activity during the development.

Promoter regions of the cuticle genes, up to the initiation codon ATG, were obtained by polymerase chain reaction (PCR) amplification of genomic DNA, subsequently cloned into the pS3aG transformation vector containing enhanced GFP with a nuclear localization sequence (*eGFP-NLS*) (see table S2). Transgenic lines were generated using the PhiC31system and inserted at the 68A4 position on chromosome III (CBI-Toulouse) and at 43A1 on chromosome II (BestGene, Chino Hills, USA). *Lcp2-prom-eGFP*, *pri^1^/TM3*, *Lcp3-prom-eGFP*, *pri^1^/TM3*, *Lcp4-prom-eGFP*, *pri^1^/TM3*, and *Cpr47Eb-prom-eGFP*, *pri^1^/TM3* lines were obtained by recombination of reporter lines with a chromosome carrying the *pri^1^* mutation.

To induce ectopic expression of functional cuticle proteins, we cloned the coding region of respective genes (*Lcp2*, *Lcp3*, *Lcp4*, *Cpr47Eb*, *Egd91*, and *TwdlP*) by PCR in *UAS-pAttB* plasmid. PCR was performed using primers described in table S3. Constructs were injected in flies bearing AttP landing platforms on different chromosomal arms. Fly stocks with two or four constructs were obtained by relevant genetic crosses and recombination.

To analyze the subcellular localization of Lcp, we generated C-terminal GFP-fusion constructs for *Lcp2*, *Lcp4*, and *Cpr47E*b using PCR amplification of coding sequences, subsequently cloned into pUASp plasmid. The primers used for PCR amplification are in table S4.

To generate *UAS-ken*, the cDNA (GH12495) fragment isolated by PspX1 and Hpa1 digestion was cloned into a pUASp vector using standard procedures. All constructs were verified by sequencing.

### CRISPR knock-in lines for *pri^sfGFP^* and *Ken^sfGFP^*

Knock-in lines were generated using a CRISPR-mediated homology repair (HR) strategy according to (*55*). Guide RNAs allowing the deletion of *pri* coding sequences were cloned into the expression vector pCFD3 (Addgene, #49410) digested by BbsI after annealing of two pairs of oligonucleotides: for the first short-guide RNA (sgRNA): 5′ GTCGCGCGGTATTGAACTTTATAC 3′ and 5′ AAACGTATAAAGTTCAATACCGCG 3′; for the second sgRNA: 5′ GTCGTGGATAAGGCACGGGCGTTA 3′ and 5′ AAACTAACGCCCGTGCCTTATCCA 3′.

The *pri* construct was generated from the modified donor template plasmid pScarlessHD-sfGFP-DsRed (Addgene, #80811). *sfGFP* was cloned upstream to the first smORF of the *pri* (ORF1) coding sequence. The homology sequences HR1 and HR2, flanking the sgRNA targeting sequences, were cloned by In-fusion snap assembly (Takara) with fragments obtained by PCR with Phusion polymerase (NEB) with the following primers: F:

5′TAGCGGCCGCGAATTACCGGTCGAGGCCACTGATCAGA 3′

and R: 5′ TGGACACCATGGTACCTTCGTATGCCGTGT 3′.

HR2 was amplified with the following primers: F:

5′ CTTTCTAGGGCAAACTCTGGGCATGATTGG 3′

and R: 5′ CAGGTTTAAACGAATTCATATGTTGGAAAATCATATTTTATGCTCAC 3′.

To generate endogenously GFP-tagged Ken (*Ken ^sfGFP^*), sfGFP was cloned at the 3′ end of the *ken* coding sequence. The following oligonucleotides were used to produce sgRNAs: first sgRNA: 5′ GTCGATCGCTGCGGCGCGCTGCT 3′ and 5′ AAACAGCAGCGCGCCGCAGCGAT 3′; for the second sgRNA: 5′ GTCGAATAGCACACAACACAGCGT 3′ and 5′ AAACACGCTGTGTTGTGTGCTATT 3′.

The homology sequences HR1 and HR2, flanking the sgRNA targeting sequences, were cloned by In-fusion snap assembly (Takara) with fragments obtained by PCR with Phusion polymerase (NEB) with the following primers: F:

5′ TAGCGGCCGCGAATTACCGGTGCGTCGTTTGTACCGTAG 3′

and R: 5′ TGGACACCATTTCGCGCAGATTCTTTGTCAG 3′.

HR2 was amplified with the primers: F:

5′ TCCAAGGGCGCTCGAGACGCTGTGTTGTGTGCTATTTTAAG 3′ and

R: 5′ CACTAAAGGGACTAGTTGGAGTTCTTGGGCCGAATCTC 3′.

Guide RNAs and donor templates were injected into nos*-Cas9* (BL54591) embryos. Flies with insertions were identified by DsRed expression in the eyes and verified by genomic PCR sequencing. The transposable element containing the DsRed cassette was removed subsequently using PiggyBac transposase.

### Transcriptome and RNA-seq analysis

Microarrays experiments were performed on stages 15 and 16 *w-*, *svb^R9^*, and *pri^1^* embryos, with five independent samples of each genotype (Affymetrix microarrays, Santa Clara, CA, USA; IGBMC, Strasbourg, France) (*13*). Data extraction and normalization were performed using Affymetrix software. The software R was used to perform statistical analysis using the packages Stats or Graphics. Four other packages were used to plot Pearson’s correlation coefficients (“Rarity”), principal components analysis (PCA) graphic (“ggplot2”), and intersection matrix plot (“VennDiagram” and “UpSetR”). The set of Svb target genes was defined as described in (*13*) using both *pri* and *svb* down-regulated genes (*13*). We first selected genes down-regulated in *pri* mutant embryos with log_2_ (FC) < −1 (*P* < 0.05) that display a mean of raw signal in control conditions >100. Then, we considered the top 150 genes with log_2_ (FC) for *svb* mutant < 0 and *P* < 0.05 as Svb downstream genes. The set of up-regulated genes in *pri* mutant embryos was selected according to the following criteria: log_2_ (FC) > 1 and *P* < 0.05 and mean of raw signal for *pri* mutants >25. Cuticle Genes correspond to genes containing “cuticle” or “chitin” in associated GO terms.

To identify commonly deregulated genes in *ken* and *pri* mutant conditions, we performed RNA-seq analysis on control, *pri S18.1*, and *ken1/Df*(*2R*)*BSC660*. Stage 16 mutant embryos were manually selected using a GFP balancer. Two hundred were subjected to TRIzol (Ambion) extraction and RNA quality was monitored using Agilent Chip (www.agilent.com). Three independent samples were treated for each condition. RNA-seq samples were sequenced using Illumina NovaSeq6000 S2 (paired-end, 100–base pair long reads, 40 M reads per sample) at Integragen (https://integragen.com). The quality of each raw sequencing file (fastq) was verified with FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/). Fastq were aligned to the reference *D. melanogaster* genome (dm6) and counted on the annotation from FlyBase database (gtf dmel-all-r6.31) using STAR aligner (STAR_2.6.1d). Then, the raw count table was cleaned, and only genes with a total higher than 1 read aligned over all samples were kept. Differential analysis was applied (*ken* versus wild type and *pri* versus wild type) using DESeq2 (v1.32.0), available as an R package in Bioconductor (www.bioconductor.org). The raw read counts were normalized using RLE methods generating log_2_ (FC) values and associated adjusted *P* values. We used PCA to cluster samples based on their expression levels.

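In a principal component analysis of the 11307 genes with sufficient counts, the first component held 32.78% of the variance and the second 27.7%. On the second, the *ken* samples lay at −44.69, −28.01 and −30.46 and the control samples at 20.78, 29.65 and 25.66. On the first, *pri* sample 1 lay at 68.09, apart from *pri* samples 2 and 3 at 15.97 and 21.85. Midgut genes, which include secreted digestive enzymes, stood out in *pri* sample 1: 22 of 35 were at least 4 times higher there than in the other *pri* samples. Of all genes, 404 were at least 4 times higher in *pri* sample 1, and 377 of these were also higher in *ken* sample 1 than in the other *ken* samples. The early gene *bnk*, which acts in cellularization, set control samples 1 and 2 apart, with 307, 1066 and 7 counts in control samples 1, 2 and 3 and at most 5 in each mutant sample.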

### Embryo staining

Eggs were collected overnight at 25°C. Embryos were dechorionated by bleach treatment, fixed for 20 min in heptane saturated in 4% paraformaldehyde, devitellinized with heptane/methanol, and kept in methanol before processing for immunostaining or in situ hybridization. For phalloidin staining, embryos are devitellinized using 80% ethanol instead of methanol.

Antisense digoxigenin-labeled RNA probes derived from cDNAs of the DGRC Gold Collection (table S5) or genomic fragments inserted in pGEM-T Easy plasmids were synthesized in vitro and processed for in situ hybridization following standard procedures, as described below.

Plasmids containing the sequence of interest were mixed with 10X Digoxigenin-UTP (DIG) RNA Labeling Mix (Roche 10030660), Transcription Optimized Buffer 5X (Promega P118B), 100 mM DTT (Promega P117B), SP6 or T7 or T3 polymerase (depending on the vector), and RNasin (Promega) and incubated for 2 hours at 37°C. Then, RNA probes were precipitated, washed, and treated with RQ1 DNase (RNase-Free, Promega, M610A) in RQ1 DNase Buffer 10X (Promega, M198A). Last, RNA probes were recovered by precipitation, dissolved in water, and conserved in a hybridization buffer at −20°C.

Embryos were progressively rehydrated with methanol and PTwx [1× phosphate-buffered saline (PBS), 0.1% Tween 20, and 0.1% Triton X-100] and incubated in HybB solution (formamide, 20× SSC, heparin, and Tween 20) with tRNA, in which DIG-RNA probes were added for overnight incubation at 60°C. Embryos were washed with HybB and PTW (1× PBS and 0.1% Tween 20) several times and incubated in PAT [PTW with 1% bovine serum albumin (BSA)] containing anti-digoxigenin antibody (1:2000; alkaline phosphatase–conjugated, Roche) overnight at 4°C. After washes, staining was revealed in coloration buffer [0.1 M tris-HCl (pH 8.6), 0.1% Tween 20, 50 mM MgCl_2_, 100 mM NaOAc, NBT (Promega), and BCIP (Promega)] at 37°C. Embryos were mounted in mounting medium (glycerol, tris, and PBS). Embryos were imaged using a digital Nikon Eclipse90i microscope equipped with phase contrast.

*svb*, *phm*, or *pri* lethal mutant lines were maintained over GFP-marked balancers allowing the identification of *svb*, *phm*, or *pri* mutant embryos. To identify homozygous mutant embryos, in situ hybridization was combined with GFP immunostaining, or embryos lacking GFP balancers were manually sorted under a fluorescent stereomicroscope before staining.

For immunostaining, fixed embryos were rehydrated in 1× PBS and 0.3% Triton X-100, saturated in 1× PBS, 0.3% Triton X-100, and 1% BSA for 1 hour, and incubated with primary antibodies overnight. Anti-GFP rabbit (Torrey Pines Biolabs) was used at 1/1000, and anti-Zye (*12*) at 1/600. Alexa Fluor 488 secondary antibodies (Molecular Probes) were incubated for 2 hours at room temperature at 1/1000. Following washes, embryos were mounted in Vectashield (Vector).

For F-actin staining, embryos were incubated with phalloidin-TRITC (MERCK) at 0.3 μM for 30 min at room temperature. Images of stained embryos were acquired on an LSM710 Zeiss confocal microscope (60× objective).

### Larval live imaging

Live larvae were kept in water to avoid movement and images were taken with an SMZ25 macroscope (Nikon) (1× objective). For high-resolution imaging, living larvae were placed in Voltalef oil 10S and observed using a spinning-disk inverted microscope (Leica), with a 63× objective numerical aperture of 1.3, with a 488-nm laser.

# Supplementary material for: Pri peptides temporally coordinate transcriptional programs during epidermal differentiation
**Source:** Sci Adv. 2024 Feb 9;10(6):eadg8816. doi: 10.1126/sciadv.adg8816
**Supplement:** Supplementary file 1 — Figs. S1 to S13 Tables S1 to S5

Supplementary Materials for
**Pri peptides temporally coordinate transcriptional programs during
epidermal differentiation**

Maylis Gallois *et al.*

Sci. Adv. **10**, eadg8816 (2024)
DOI: 10.1126/sciadv.adg8816

This PDF file includes:

Figs. S1 to S13
Tables S1 to S5

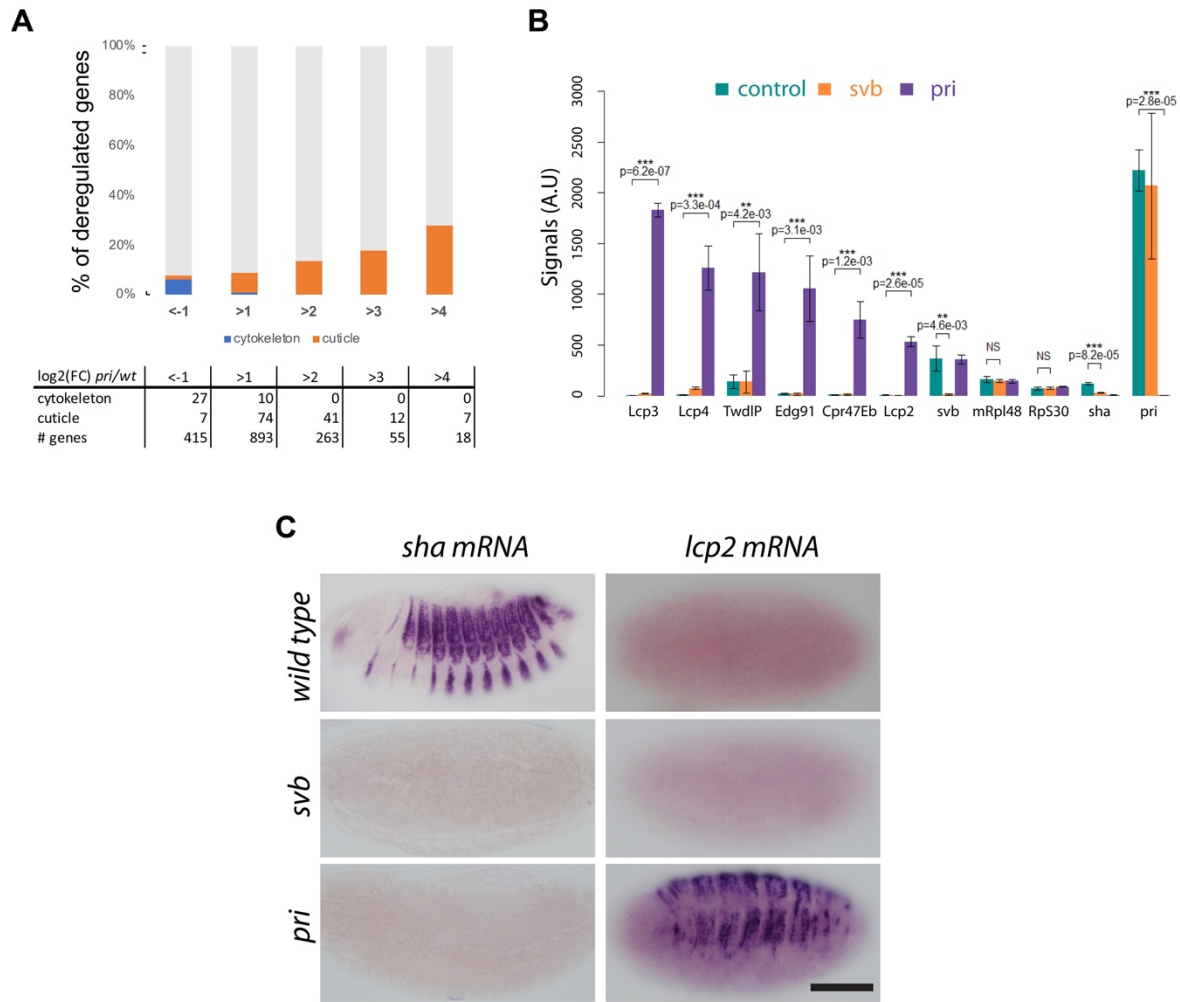

Fig. S1. Strong up-regulation of genes related to cuticle in *pri* mutant embryos.

(A) Bar plot showing a strong enrichment of cuticle genes (orange) among genes up-regulated in *pri* mutant embryos, in contrast to cytoskeleton related genes (blue). The proportions and numbers of cuticle genes are shown for different sets of genes defined by increasing values of log2 (FC), with p value <0.05. (B) Histogram plotting the expression of a subset of genes in control (green), *svb* (orange) and *pri* (purple) mutant conditions, with the mean of raw signals for five replicates, and standard errors. P-values were calculated with Welch approximation to the degrees of freedom. In addition to cuticle genes (*Lcp3*, *Lcp4*, *TweedleP*, *Edg91*, *Cpr47Eb*, *Lcp2*), the graph shows expression levels for *svb*, *pri*, *sha* (a direct target gene of *Svb* (*I*)) and two ribosomal genes not affected in mutant conditions. A.U.: arbitrary unit. NS: non-significant (p-value > 0.05). (C) *In situ* hybridization of *sha* and *lcp2* genes in wild type, *svb* and *pri* mutant embryos. Scale bar is 100 μ m.

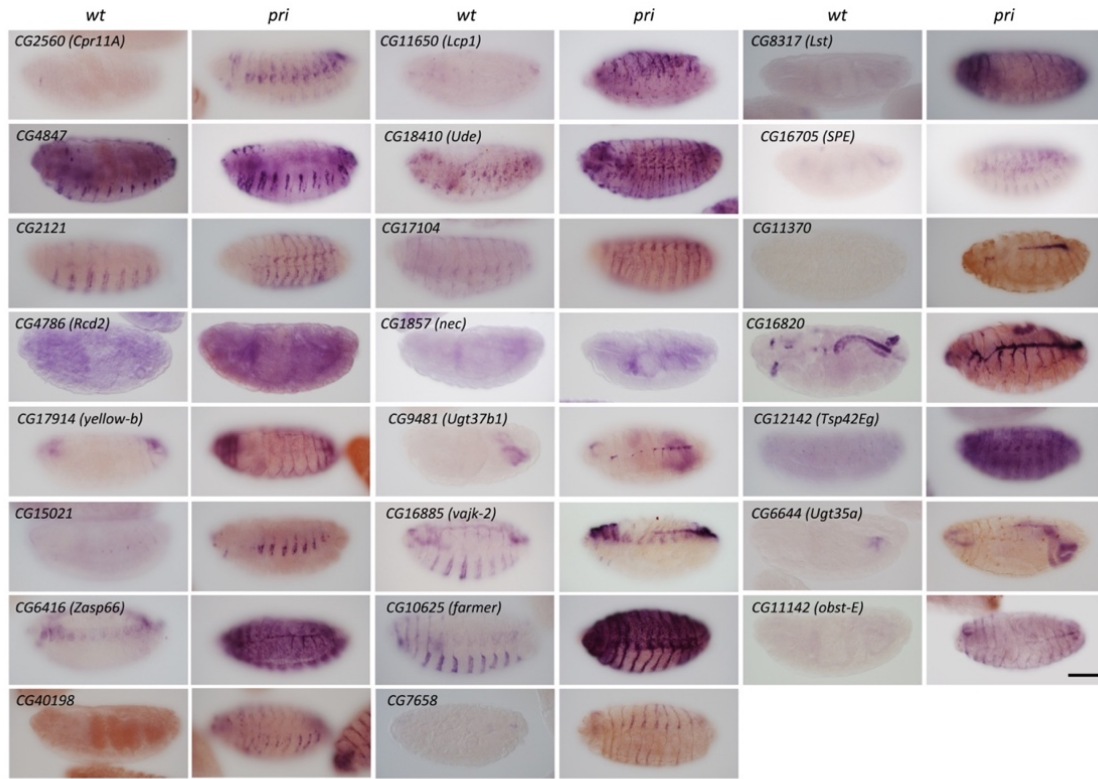

Fig. S2. Validation of genes upregulated in *pri* mutant embryos

In situ hybridization confirmed the ectopic expression of 23 genes, selected from their up-regulation in transcriptomic data, in *pri^l* mutant stage-16 embryos. Scale bar is 100 μ m.

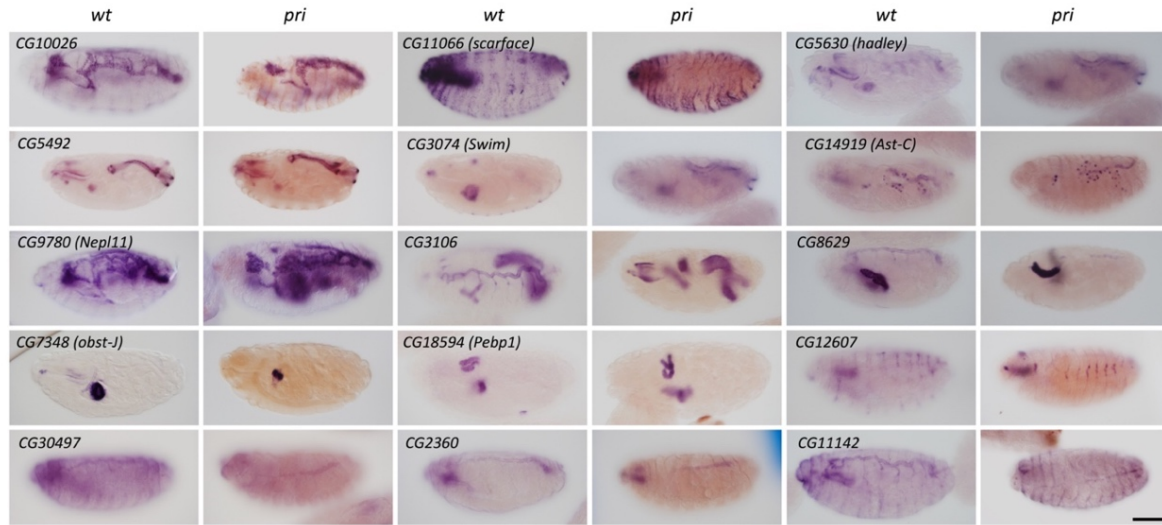

Fig. S3. 15 genes were not validated by *in situ* hybridization

In situ hybridization of genes selected for their up-regulation in *pri* mutant embryos using transcriptomic data and that do not show obvious changes in their expression pattern between wildtype and *pri*^l stage-16 mutant embryos. Scale bar is 100 μ m.

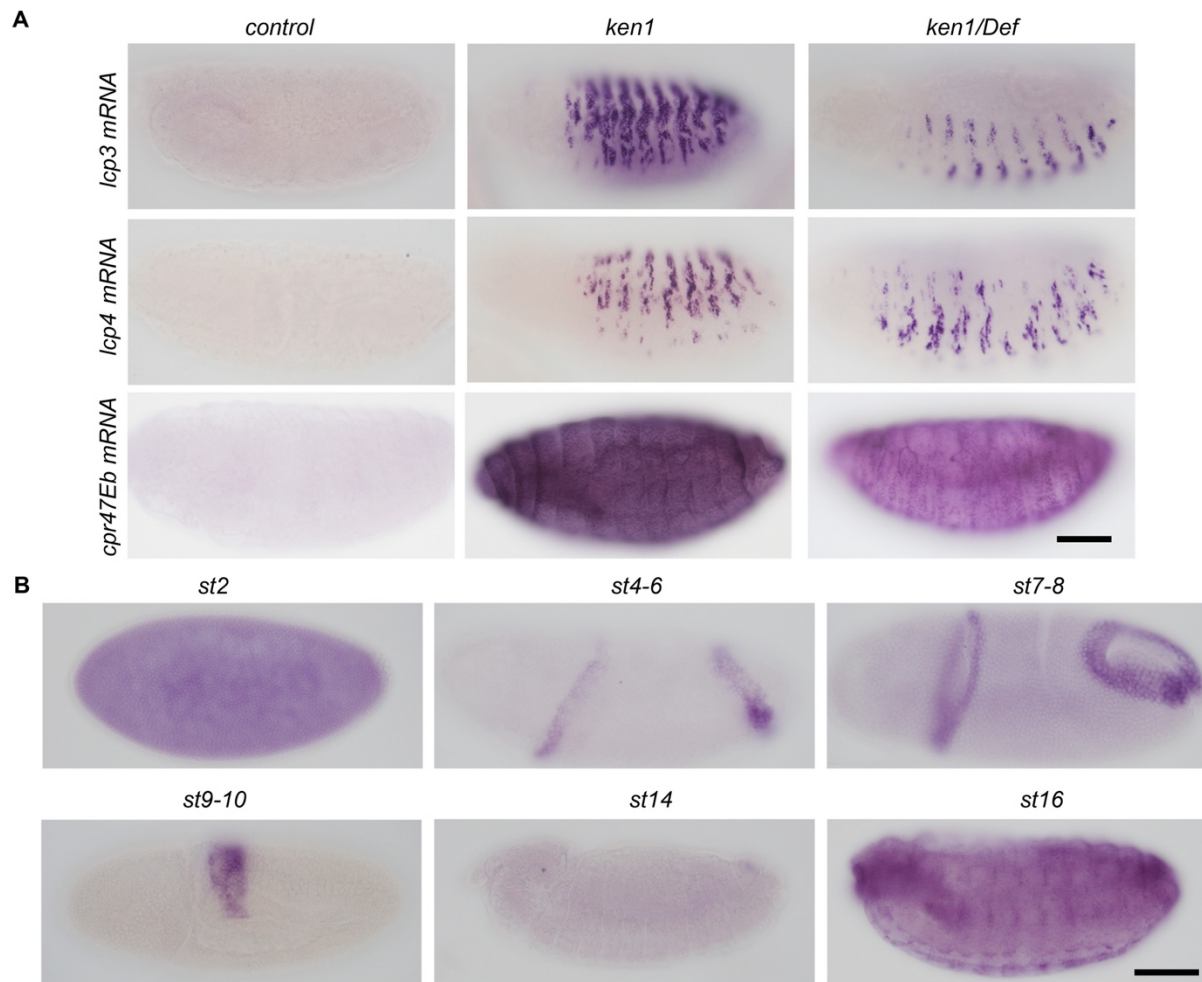

Fig. S4. Role and expression of *ken* during embryonic development

(A) Expression of *lcp3*, *lcp4* and *cpr47Eb* in stage-16 control embryo and *ken¹* and *ken¹/Df(2R)BSC660* mutant embryos, analyzed by *in situ* hybridization. Scale bar is 100 μ m. **(B)** *In situ* hybridization in wild type embryos for the *ken* gene revealing a dynamic expression pattern from early to late embryogenesis. Its expression in the epidermis appears at stage-16. Scale bar is 100 μ m.

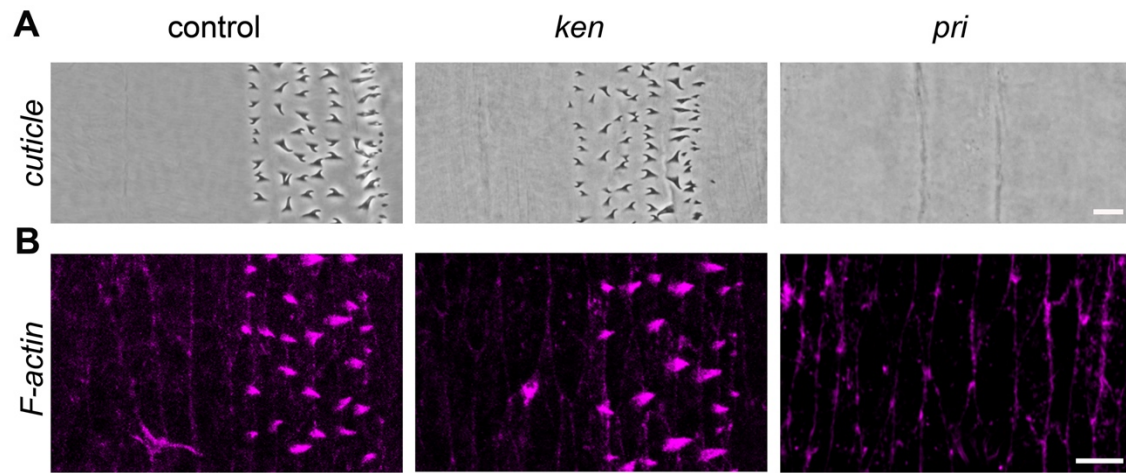

Fig. S5. F-actin distribution in epidermal cells and cuticle preparations

(A) Cuticle preparation of control, *ken*¹/*Df*(2*R*)*BSC600* and *pri*¹ mutant embryos. Scale bar is 10 μ m. **(B)** Confocal microscopy pictures of the apical surface of epidermal cells in stage-15/16 control, *ken*¹/*Df*(2*R*)*BSC600* and *pri*¹ mutant embryos stained with F-actin (magenta). Scale bar is 15 μ m.

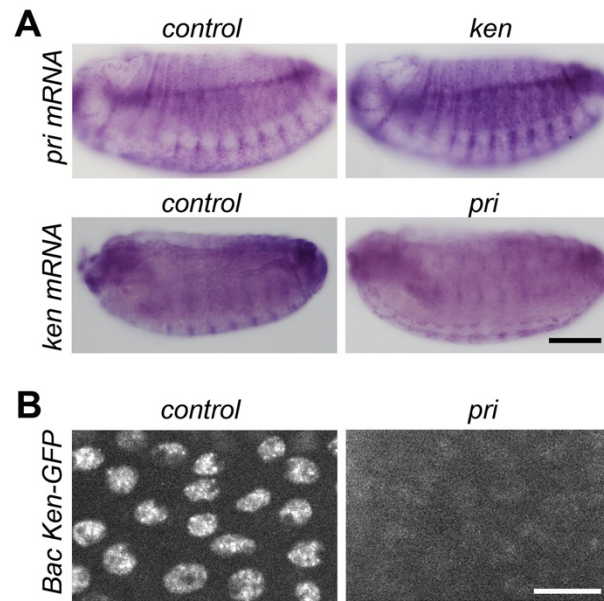

Fig. S6. *pri* is required for Ken protein accumulation

(A) *In situ* hybridization for *pri* and *ken* mRNA in wild type, *ken* or *pri*^l stage-16 mutant embryos. Scale bar is 100 μ m. (B) Images of epidermal cells from embryos expressing *GFP-Ken* from a Bac construct (*ken-GFP.FPTBVK00033*) in control and *pri*⁵ mutants. Scale bar is 10 μ m.

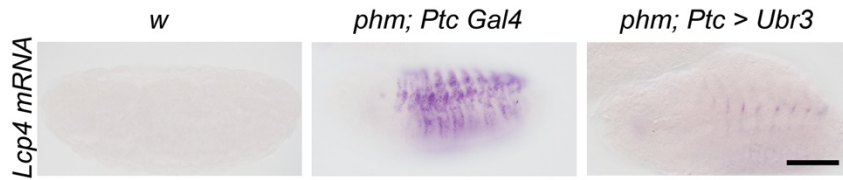

Fig. S7. Overexpression of *ubr3* rescues *Lcp4* repression in ecdysone deprived embryos
 Whole mount *in situ* hybridization against *Lcp4* mRNA in different genetic contexts. Ptc-Gal4 driven overexpression of *ubr3* in the epidermis of *phm^{E7}* stage-15-16 embryos, which are deprived of ecdysone, is sufficient to repress the ectopic expression of *Lcp4*. Scale bar is 100 μ m.

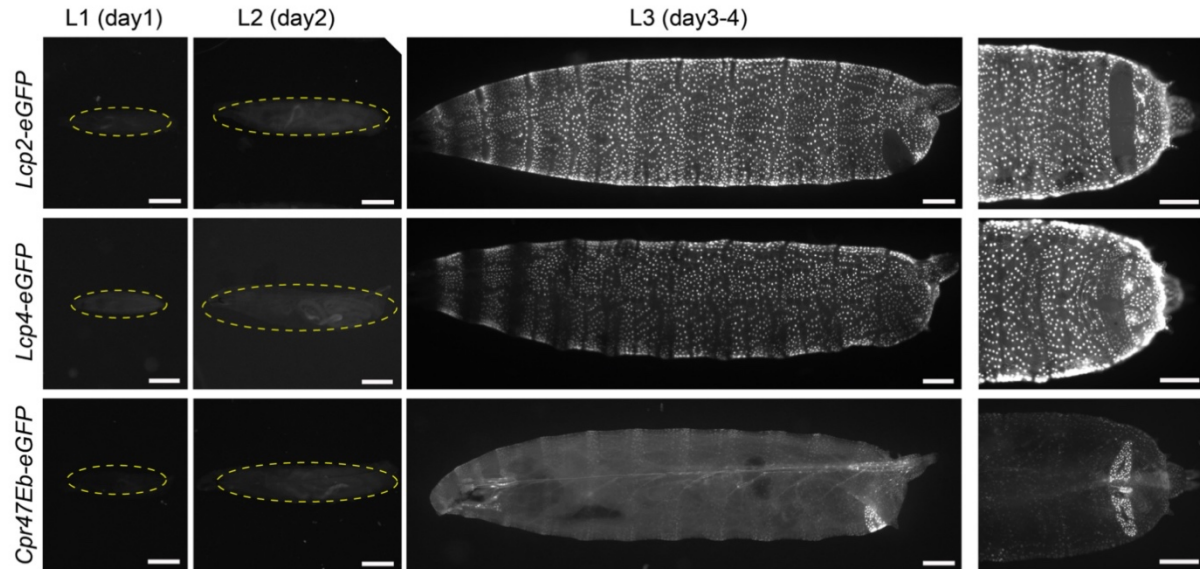

Fig. S8. Expression pattern of *Lcp2*, *Lcp4* and *Cpr47Eb* throughout larval stages

Lateral view of living larvae expressing *Lcp2-prom-eGFP*, *Lcp4-prom-eGFP* and *Cpr47eb-prom-eGFP* at L1, L2 and L3 stages. At late L3 stage, *Lcp2* and *Lcp4* activities begin and cover the whole epidermis, except in the anal pad region. The activity of *Cpr47Eb* mainly begins at L3 stage, with intense staining in the anal pad over a faint signal in other epidermal cells. Right panels show higher magnifications of the ventral posterior regions, including the anal pad. In L1 and L2 stages, the contour of larvae (lacking detectable expression) is highlighted by a yellow dotted line. Scale bars are 200 μm .

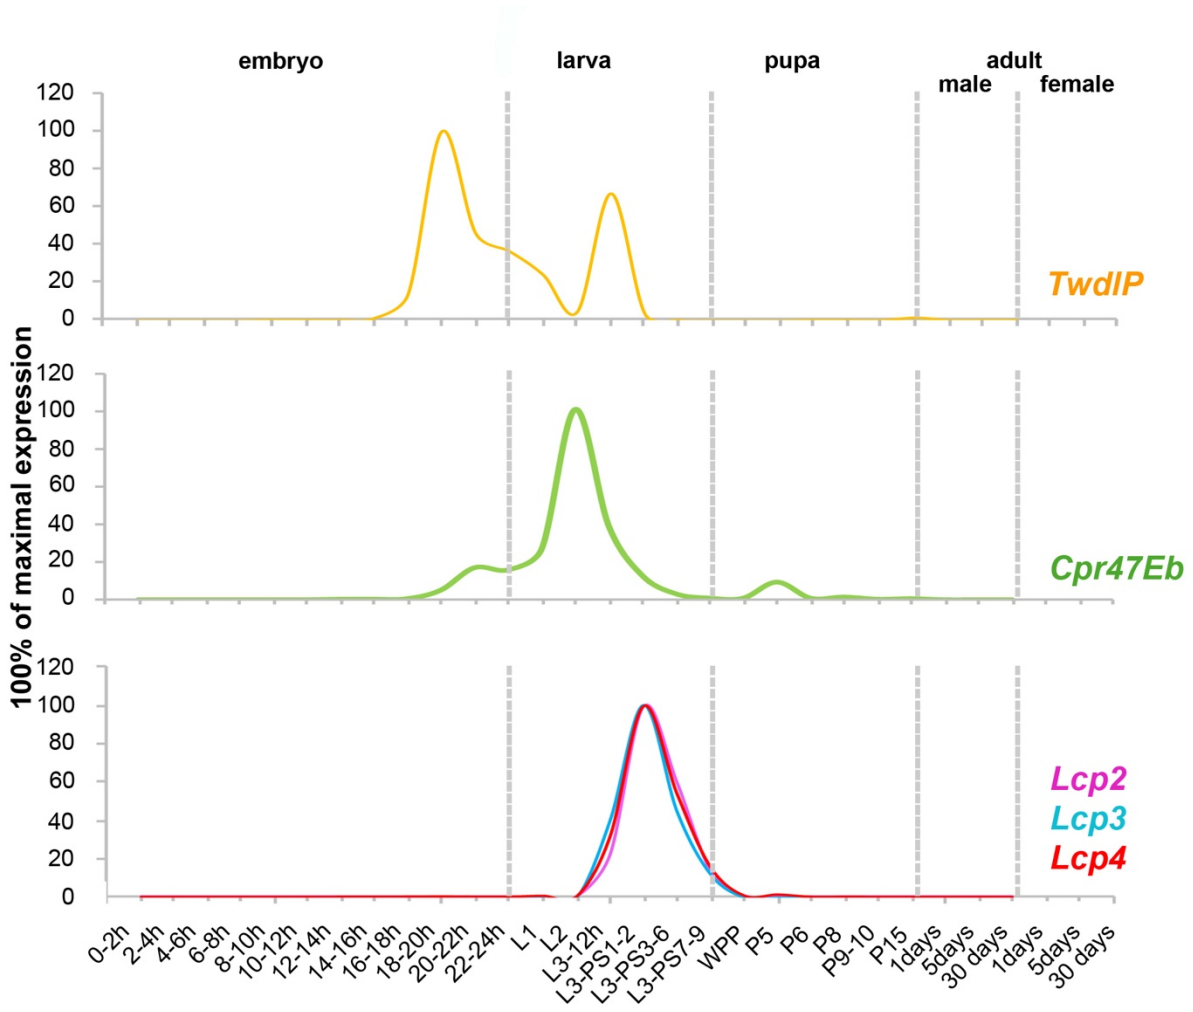

Fig. S9. Temporal expression pattern of cuticle genes

Temporal expression of mRNA for cuticle-related genes, as measured in whole wildtype animals from MODENCODE RNA-seq data (2). Relative mRNA levels are indicated as percentage of the highest value for each gene.

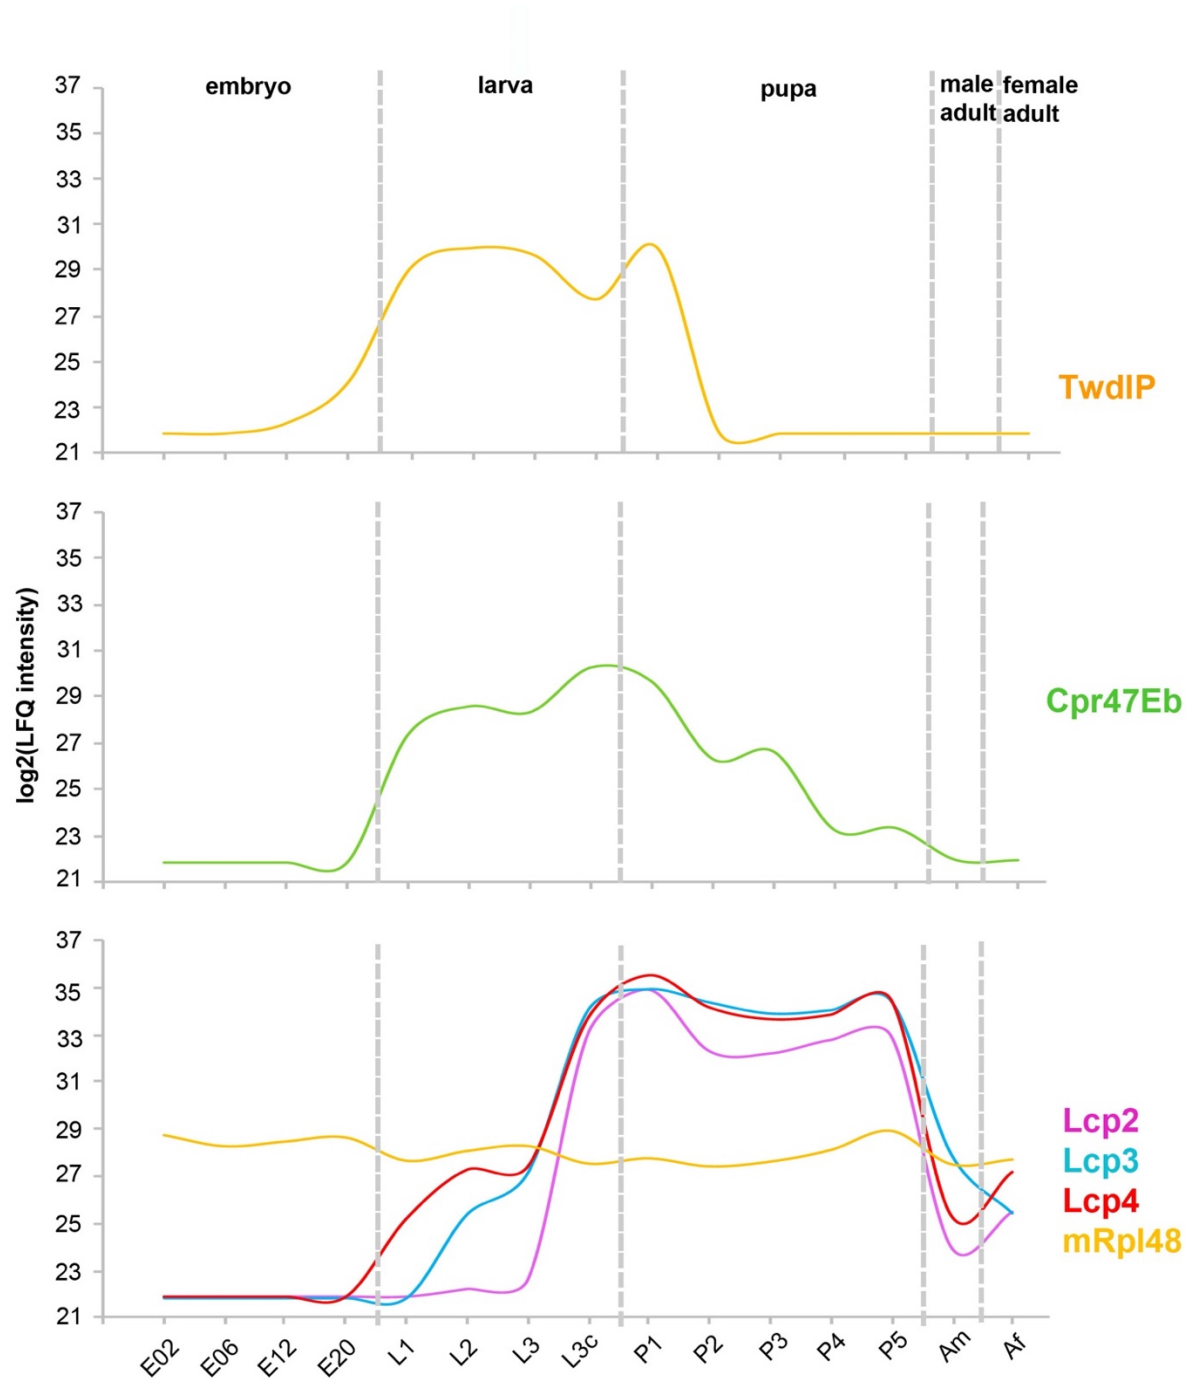

Fig. S10. Temporal profiles of protein levels for cuticle genes

Protein levels defined by quantitative proteomics for cuticle proteins in the entire animal along *Drosophila* development. Data were extracted from the Butter lab (butterlab.org).

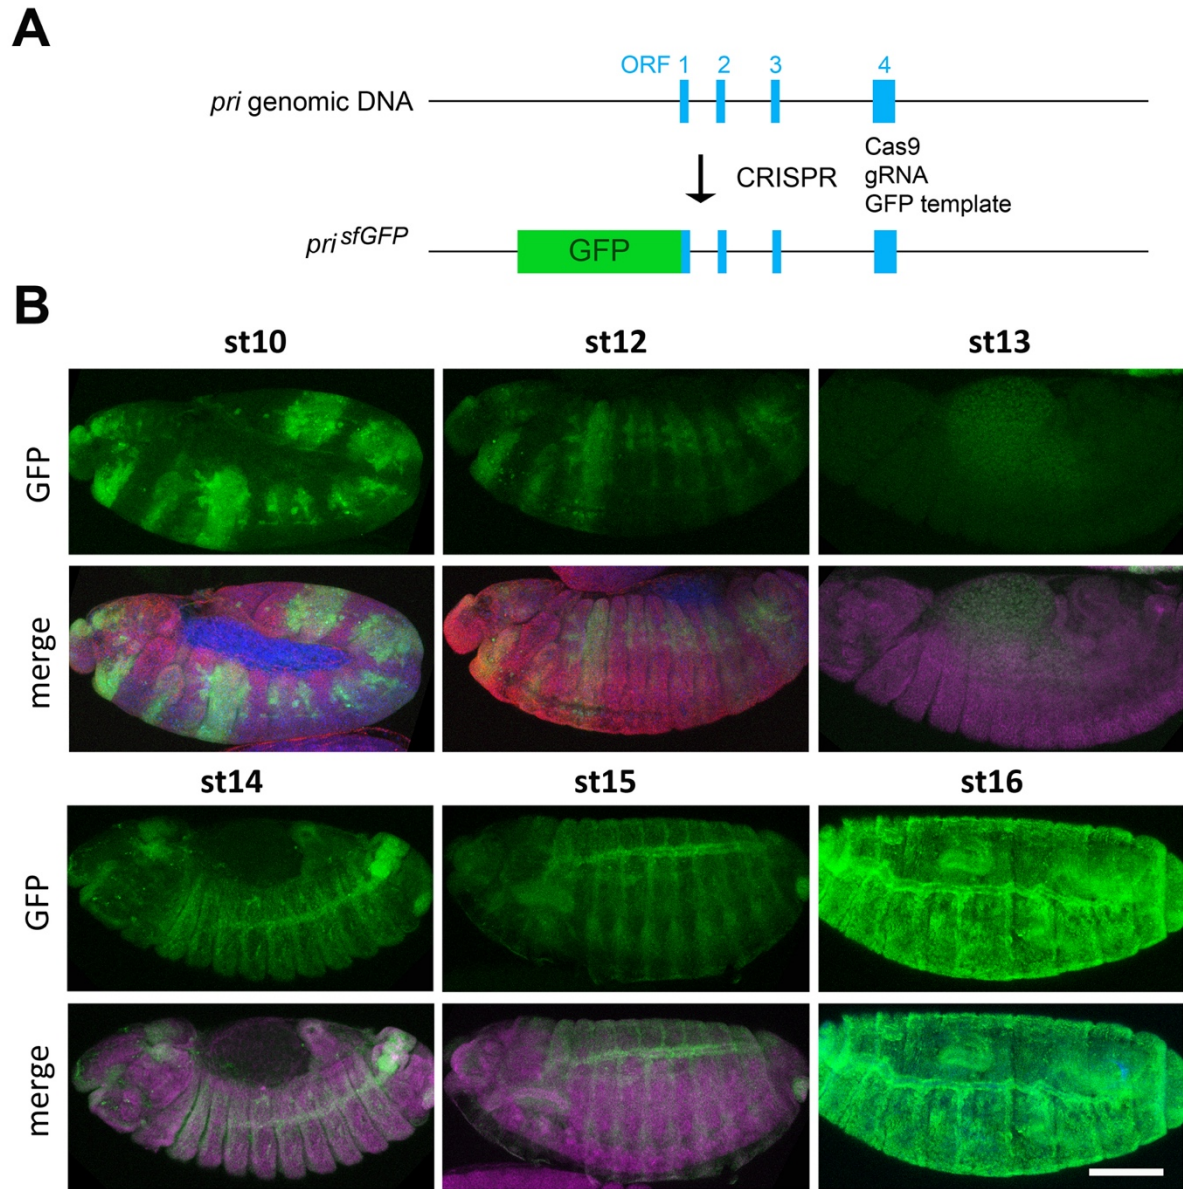

Fig. S11. Expression profile of *pri*^{sfGFP} during embryogenesis

(A) Schematic representation of the *pri*^{sfGFP} knock-in line. (B) Lateral view of staged embryos (stages 10 to 16) showing the expression of Pri^{sfGFP} during embryogenesis. Nuclei are stained with DAPI (magenta). Scale bar is 100 μ m.

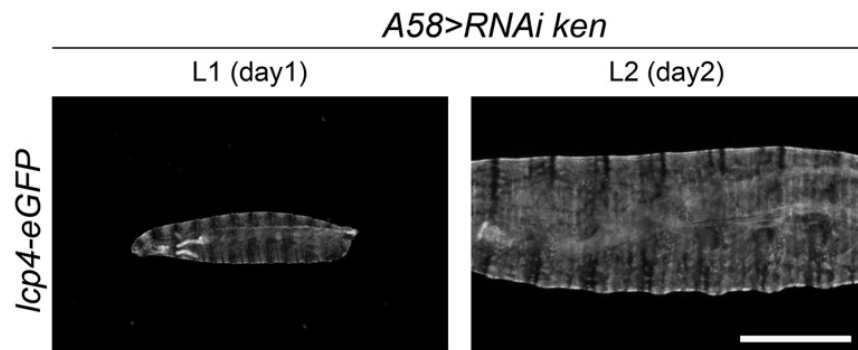

Fig. S12. *ken* is required for repression of *Lcp4* during L1 and L2 larval stages

Analysis of *Lcp4-prom-eGFP* activity in living larvae expressing RNAi *ken* in epidermal cells, under the control of the epidermal *A58-Gal4* driver, at early L1 and L2 larval stages. Scale bar is 200 μ m.

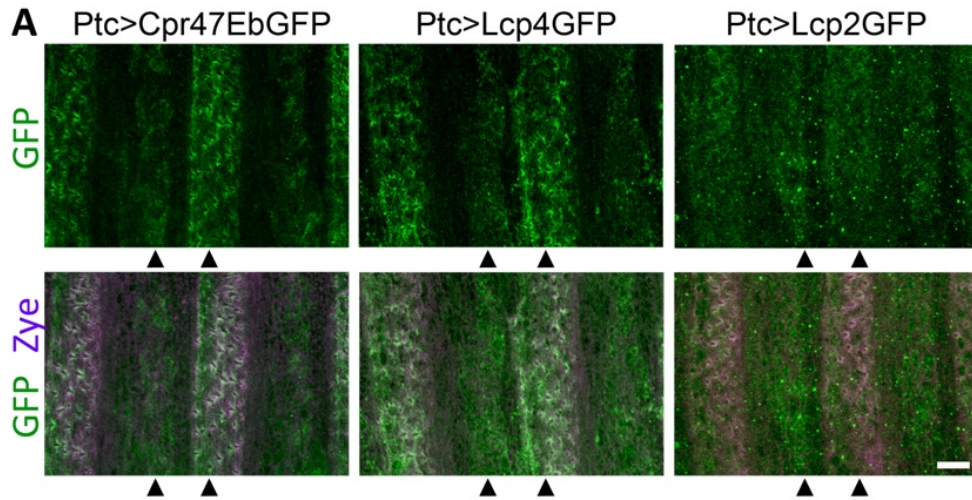

Fig. S13. GFP-tagged cuticle proteins accumulate in the apical extracellular space of epidermal cells

Localization of GFP-tagged larval cuticle proteins (green) expressed in a subset of epidermal cells, under the control of the *Ptc-Gal4* driver. Cpr47Eb, Lcp4 and Lcp2 are distributed in the extracellular space at the apical surface of epidermal cells, similarly to the Zye Zona Pellucida protein (magenta). Black arrows indicate the cell rows expressing *Ptc-Gal4*. Scale bar is 15 μ m.

Table S1. Expression of JAK/STAT effector genes is not altered in stage 15-16 ken mutant embryos.

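Table S1 lists receptors, kinases, ligands, inhibitors and targets of the JAK/STAT pathway, with the authors' normalized counts in each control and *ken* sample, the log2 fold change and the adjusted *P* value of *ken* mutants against control embryos. All 102 normalized counts of the 17 genes lie within 0.051 of the deposited values. Its adjusted *P* values equal those of DESeq2 without independent filtering for 17 of 17 genes at 2 decimals. *dome*, the receptor of the pathway, *hop*, its Janus kinase, and *Stat92E*, its transcription factor, stood at 2848 ± 383, 1835 ± 44.1 and 4469 ± 562 normalized counts (SD, n = 3) in *ken* mutants and at 2808 ± 401, 1759 ± 53.0 and 4532 ± 158 in control embryos. *CG4793* had few counts, with 0.954 ± 0.119 in *ken* mutants against 4.78 ± 4.35.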

GeneName	JAK/STAT	wild type			ken			log2(FC)	P value	DE
		rep. #1	rep. #2	rep. #3	rep. #1	rep. #2	rep. #3			
dome	core	3247,5	2715,8	2461,7	3287,2	2587,9	2668,6	0	0,99	ns
hop	core	1785,7	1792,5	1697,4	1862,9	1784,6	1859	0,1	0,91	ns
Stat92E	core	4618,4	4628,8	4349,7	5085,8	3987,2	4333,1	0	0,98	ns
upd1	core	191,2	232,8	189,4	143,2	177,9	159	-0,4	0,49	ns
upd2	core	34,9	34,2	33,1	87,2	32,6	22,7	0,5	0,8	ns
upd3	core	28,8	18	8	130	41,1	28,6	1,9	0,09	ns
Ptp61F	neg. regulator	2025,8	2168,3	1955,3	2713,7	2119,4	1958,7	0,1	0,77	ns
Socs36E	neg. regulator	2202,2	1992,1	2158,3	2316,2	2230	2100,9	0,1	0,93	ns
Socs44A	neg. regulator	1013,8	1060,8	1107,7	1019,5	1030,8	1131,4	0	1	ns
Su(var)2-10	neg. regulator	3314,7	3512,3	3462,2	3654,1	3338,6	3432,7	0	0,98	ns
CG15221	target	75,1	18	38,8	155,5	39	51,3	0,9	0,77	ns
CG1572	target	4835,8	4064,2	5262,3	7271,2	3904	5633,4	0,2	0,88	ns
CG4793	target	9,6	3,6	1,1	0,8	1,1	1	-2,4	0,39	ns
eIF1A	target	10701,2	11302,7	10979,7	10269,6	11759,5	10774,1	0	1	ns
kni	target	1131,7	1342,2	1155,6	753,7	963,4	1020,8	-0,4	0,14	ns
trh	target	2759,3	2983,7	2769,7	2700,5	2837,5	2880,9	0	0,99	ns
vvl	target	8929,4	8687,6	8312,7	7849,7	10296	10188,6	0,1	0,85	ns

Table S2. Primers used for cloning cuticle gene promoters

Data based on the 2014 dm6 genome release r6.21 (Berkeley Drosophila Genome Project)

Cuticle gene	Fragment size (bp)	Genomic position	5' primer	3' primer
Lcp2	967	chr2R:<br>8434534-<br>8435500	5'-<br>GATCTTGAACATTTTGATT<br>TGGGTG-3'	5'-<br>GTTGGCTGATTCTGTCTGGTC<br>GAG-3'
Lcp3	967	chr2R:<br>8434522-<br>8435488	5'-<br>AAACTTGAACATGTTGGCT<br>GATTCTG-3'	5'-<br>TTTGATTGGGTGGATTGTCGG<br>ACTAG-3'
Lcp4	1466	chr2R:<br>8436230-<br>8437695	5'-<br>CCTGGACAAGCCGATATCT<br>CCTTGC-3'	5'-<br>TTTGAAGTTGGTTAGATTGTCAG<br>AC-3'
Cpr47Eb	2362	chr2R:<br>11252883-<br>11255244	5'-<br>GAGCGACATGACCTTTAGT<br>GGGCAAAG-3'	5'-<br>TTCGTTGGCTATTCTTGTGGGG<br>TGAG-3'

Table S3. Primers used for PCR amplification of cuticle gene coding regions

Cuticle gene	5' primer	3' primer
Lcp2	TAACAGATCTGCGGCCGCATGTTCAAGTT<br>Tgtgagtggctcac	AAAGATCCTCTAGAGGTACCCTAGTGATG<br>ACGGGGGTGCTCGGG
Lcp3	TAACAGATCTGCGGCCGCATGTTCAAGAT<br>Cgtaagtatgccttg	AAAGATCCTCTAGAGGTACCTTAGTTCTT<br>GCTGGGGTTAGCCTC
Lcp4	TAACAGATCTGCGGCCGCATGTTCAAGAT<br>Cgtaagtatctgaag	AAAGATCCTCTAGAGGTACCTTATTCCTT<br>GCTGGGATGGGCCTG
Cpr47Eb	TAACAGATCTGCGGCCGCATGTTCAAGAT<br>CGCCATCTGCTTG	AAAGATCCTCTAGAGGTACCTTAGGCAGT<br>CTTGGTCTCAACCTTC
Edg91	TAACAGATCTGCGGCCGCATGGCTCTGGT<br>TCGCGTGAGTTGTg	AAAGATCCTCTAGAGGTACCTTACTTTCC<br>AAAGAAGCCATTGCC
TwdlP	TAACAGATCTGCGGCCGCATGCGTGCCCT<br>CATTATTCTAAGC	AAAGATCCTCTAGAGGTACCCTAGTGACG<br>CAGGCGACTCAGGATG

Table S4. Primers used to generate GFP tagged cuticle coding sequence

Cuticle gene	5' primer	3' primer
Fragment Lcp2	AGGTCCTGTTTCATTGGTACCATGT<br>TCAAGTTTGTGATG	CTCCTCGCCCTTGCTCACGTGATG<br>ACGGGGGTGCTC
Fragment GFP for Lcp2 gene	GAGCACCCCCGTCATCACGTGAGC<br>AAGGGCGAGGAG	TAGTGGCCTATGCGGCCGCTTACT<br>TGTACAGCTCGTC
Fragment Lcp4	AGGTCCTGTTTCATTGGTACCATGT<br>TCAAGATCCTGCTTGTCTGCGCC	CTCCTCGCCCTTGCTCACTTCCTT<br>GCTGGGATGGGC
Fragment GFP for Lcp4 gene	GCCCATCCCAGCAAGGAAGTGAGC<br>AAGGGCGAGGAG	TAGTGGCCTATGCGGCCGCTTACT<br>TGTACAGCTCGTC
Fragment Cpr47Eb	AGGTCCTGTTTCATTGGTACCATGT<br>TCAAGATCGCCATC	CTCCTCGCCCTTGCTCACGGCAGT<br>CTTGGTCTCAAC
Fragment GFP for Cpr47EB	GTTGAGACCAAGACTGCCGTGAGC<br>AAGGGCGAGGAG	TAGTGGCCTATGCGGCCGCTTACT<br>TGTACAGCTCGTC

Table S5. EST used to generate *in situ* hybridization for corresponding genes

**Gene Symbol**	**EST**
Lcp3	LP18168
Cpr47Eb	RE71379
Cpr11A	RE57452
Edg91	IP02678
Lcp1	LP01645
Lst	RH62559
CG4847	GH01592
Lcp2	LP09647
CG10026	AT17811
Ude	LD23619
SPE	GH28857
scarface	GH05918
CG2121	GH09628
CG17104	LD16579
Mmp1	RE62222
CG11370	RE13370
spz3	RE22741
hadley	RE63660
Rcd2	RE54525
nec	GH10112
CG16820	GH15921
yellow-b	LD43175
CG16743	RH23514
Tg	RE08173
Ugt37b1	RE52038
PGRP-LF	RE73392
Osi2	LP14110
Tsp74F	RE29825
Swim	RE01730
LManV	GH02475
v	GH14143
Tsp42Eg	RE11685
CG10570	GH23934
Cpr31A	GH02089
CG15021	RE17165
Ast-C	RH36507
vajk-2	RH04334
NepI11	GH23891
Ugt35a	LD21102
Ddc	GH14812
Zasp66	GH19182

farmer	LD39545
CG3106	GH10201
obst-E	GH01453
Muc18B	RE41571
Cpr78Cb	RE38359
Cpr49Ae	LD46766
Cpr62Bb	RH05746
Cpr100A	RE11283
Acbp4	RE33457
TwdlY	RE02040
TwdlP	RE17678
obst-J	RE16222
Pebp1	LP12095
ftz-f1	LD34889
CG40198	RE21703
Rel	GH01881
CG12607	RE67729
Cpr78Cc	RE32113
TwdlC	RE27818
Syn	PC00486
Cpr67Fa2	LP01241
TwdlD	RE49895
Syt1	GH14933
CG30497	GH21034
synaptogyrin	RH60941
Obp56d	RE22207
cact	LD10168
Ccp84A	RH14104
Tis11	LD36337
obst-E	GH01453

How the deposited data were processed for this re-analysis (not part of the article)

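RNA of control, *pri* mutant and *ken* mutant embryos was measured by RNA-seq of polyadenylated RNA in 9 samples, 3 of each genotype, from 200 embryos of stage 16 per sample. The paper calls the samples of a genotype independent.

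The authors aligned the reads with STAR 2.6.1d to the *Drosophila* genome dm6, counted them per gene of the FlyBase annotation and kept genes with a total above 1. The submitters' notes name mouse genome builds, but the genes of the table are *Drosophila* genes, and 15159 of 15228 were matched to the Ensembl annotation of the same genome build for names and positions. The table holds whole counts (smallest gene total 2) and normalized counts. These signal values were made by the authors before deposit, as deposited, by dividing the counts of a sample by its DESeq2 size factor, which was checked from the counts.

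Counts were tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The main fit was a quasi-likelihood model of all 9 samples with a mean per genotype, TMM factors and no further filter, so that all 15228 genes were tested. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg). Standard errors were derived from this test, as the size of the log2 fold change over the square root of the F statistic. Comparisons were *pri* against control, *ken* against control and *pri* against *ken*. Genes called in both mutants were compared with independent lists by Fisher's exact test and with counts simulated with shared control samples, in 30 draws with no effect and, added after seeing the data, 30 draws in which the called changes of each mutant were given to random genes of like expression. The control samples are too few to give each mutant its own, so part of the overlap can come from control samples that both comparisons share. Gene lists were tested with camera (preset correlation 0.01, or an estimated one), adjusted over the lists of a comparison, and, added after seeing the data, without each sample in turn. Principal components were computed on log2 CPM values (prior count 2) of the 11307 genes that filterByExpr keeps.

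The depth was 21048610 to 28859395 counts per sample (median 23036142), and the spread between samples is larger than counting error, with a chi-square per degree of freedom of 7.62 to 99.5 between pairs of samples. The method was tested on simulated data with known changes, given only to genes above a minimum mean count. Changes of 1, 2 and 3 on the log2 scale were called in 71.6%, 97.0% and 98.5% of 67, 67 and 66 genes for *pri*, and in 64.2%, 94.0% and 98.5% for *ken*.

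Alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors or library totals in place of TMM, filterByExpr, at least 10 counts in 3 samples, a fit of only the genotypes compared, the sample number as a block, a fold threshold of 1 on the log2 scale with an adjusted or unadjusted p, a robust estimate of the spread, and leaving out each sample in turn. Chosen after seeing the data were DESeq2 without independent filtering, the same with a fold threshold, leaving out *pri* sample 1 and *ken* sample 1, leaving out control samples 1 and 2, and the first component within genotypes as a covariate. Ranges of adjusted p for a gene are over the 17 alternatives set before that keep the threshold. Alternatives planned for a table of normalized values only were not needed.

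The genes named were set by a rule: the genes the paper names for its RNA-seq, the 12 genes with the largest change in each direction among those called with no overlap between the groups and a mean of at least 50 normalized counts, up to 4 members of each list with the smallest adjusted p in each comparison, of the genes higher in both mutants the 12 with the largest smaller change and every cuticle, chitin or tanning gene, and genes at the *ken* deficiency. The 12 per direction were taken for each mutant against control. This gave 275 genes. Of 34 lists, on cuticle, trichomes, actin, signaling, stress, stage and tissues, 33 had members in the table; mitochondrial transcripts had none. The count of *pri* was not used here.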

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

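The tests of sampling noise with unrelated effects, of strain or collection, of the blastoderm genes, of the position of control sample 3, of library size, of a shared batch, of development and of both chromosome stretches were chosen only after the result was seen.

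The genes that moved the same way in both mutants, 117 higher and 142 lower, go beyond what independent lists share. The tables argue against sampling noise that varies gene by gene in the shared control samples as the whole cause. Beside unrelated effects in each mutant, simulated data gave at most 15 genes higher in both (30 draws, with means of 709 and 475 genes called). The covariance of the fold changes was 0.241 against at most 0.0551 in draws with no effect. Their correlation (0.478 against a mean of 0.494) and share of equal sign (63.8% against 66.5%) did not exceed those draws. Real samples deviate together over many genes, with correlations up to 0.551 between samples of equal number, and the draws leave this out. Shifts of the control samples shared by many genes stay open. Younger embryos in control samples 1 and 2 stay open for the genes lower in both: control sample 3 failed to lie above every mutant sample in 1.41% of them, which decides nothing because these genes were called with it, and over the 91 genes called without it, its median position from 0 at the mutants' mean to 1 at control samples 1 and 2 was 0.936 (quartiles 0.299 and 1.08), while the blastoderm genes *bnk* and *nullo* had there at most 4.09% of the mean of control samples 1 and 2. A strain or collection of the control embryos that differs from both mutants may also account for part of the pattern, with 54.8% of these genes lower, and it was not told apart from the loss of a shared repression by Pri and Ken. Of 100 groupings of the 9 samples, with the real one among them, 3 gave as many genes higher in both and 3 as many lower in both. The highest of the other groupings, 290 and 237, put the *pri* samples in the place of the control samples. Changes of the *pri* samples then enter both comparisons, so the share of groupings does not measure chance.

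*pri* sample 1 and *ken* sample 1 stand apart from the other samples of their genotypes, with 404 genes at least 4 times higher in *pri* sample 1. The library size argues against depth as the cause, with a total of 0.964 times the mean of the other *pri* samples. A batch shared by the samples numbered 1 may account for it, since every pair of these deviates together (lowest correlation 0.34), and over the 404 genes control sample 1 lay above the other control samples by a median log2 difference of 0.69. Embryos further on in development in these samples may also account for it, with a median log2 difference over the same genes of 1.19 in *ken* sample 1. No biological difference within a genotype was part of the design.

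Of the genes beside *pri* 6 of 7, and of those around *ken* 18 of 22, were lower in the mutant of the gene they lie beside, with *E5* at a log2 fold change of −5.15 and *Nsf2* at −4.47 in *pri* mutants, signals the paper does not discuss. The paper states that *Df*(*2R*)*BSC660* deletes *ken*. One copy of the region over this deficiency may account for the stretch around *ken*. Its median log2 fold change, with *ken* left out, was −0.78 in *ken* mutants and −0.01 in *pri* mutants. A deletion that takes these genes with *pri* may account for the other stretch, whose median was −4.47, although *Nsf2* kept 43 to 160 counts in each *pri* sample. Regulation of these genes by Pri or Ken was not tested apart from the chromosomes the mutants carry, and stays open.

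*Lcp1*, *Lcp2* and *Lcp4* differed between *pri* and *ken* mutants by 5.75, 5.91 and 5.04 on the log2 scale, and *sha* by −2.76, each past the threshold of the direct test. The white gene *w*, an eye color gene used as a marker of strains and chosen after its values were seen, was higher in *pri* (log2 fold change 3.33, adjusted p = 4.03e-05 from edgeR) and in *ken* mutants (1.59, adjusted p = 0.00161), and the paper does not discuss it. The control samples carry titles that begin with w, and the paper lists a *w* strain, so their low level of *w* may be their genotype. *ry* and *cn*, markers in the *ken* stock of Table 1, were also higher in both mutants. *ry* rose by 2.09 in *pri* and 2.18 in *ken* mutants (adjusted p = 1.13e-05 and 1.78e-05 from edgeR), and *cn*, with few counts, by 3.55 and 5.29. *DNAlig1*, a DNA ligase gene beside the stretch around *ken*, was higher in *ken* mutants by 2.30 (adjusted p = 0.000333). *Jon99Cii*, a digestive protease gene chosen after its values were seen, had 1242 counts in *pri* sample 1 and 1 and 3 counts in the other *pri* samples.

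With 3 samples against 3 there are 10 splits, too few for a share under 0.05. The real split called 1065 genes in *pri* against control, 792 in *ken* against control and 747 in *pri* against *ken*, in fits of the 6 samples, and in each comparison it was the 1 split with as many; the highest of the other splits called 0 in each.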

How the results depend on the processing

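The DESeq2 fit without independent filtering, that fit with a fold threshold, the fits without pairs of samples and the covariate were chosen after seeing the data. RLE factors, library totals, filterByExpr and the minimum of 10 counts kept every count in this part within 1.5 times, and the actin genes higher in both stayed at 0 under all alternatives. Of the values of single named genes under the alternatives set before, 9665 of 10393 kept their side of the threshold, 482 no longer passed and 246 newly passed. Among values that passed in the main fit or in the alternative, 0 turned direction. Values that passed in neither could turn: *Edg91* in *ken* mutants ranged from −0.44 to 1.28.

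Genes higher and lower in *pri*, higher and lower in *ken*, higher and lower in both, and differing between the mutants numbered 561, 583, 337, 428, 117, 142 and 1237. Without any one sample they ranged from 259 to 611, 309 to 676, 151 to 481, 238 to 629, 53 to 137, 68 to 153 and 798 to 1197, with the lowest counts among the fits without a control sample for each comparison with control embryos. Cuticle protein genes higher in *pri*, in *ken* and in both ranged from 5 to 8, 2 to 6 and 1 to 2, trichome effectors lower in *pri* from 6 to 12, and JAK/STAT genes in *ken* stayed at 0.

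DESeq2 gave 872 genes higher in *pri*, 551 higher and 688 lower in *ken*, 195 higher and 240 lower in both, and 7 cuticle protein genes higher in *ken*. In the fit of only the genotypes compared, 746 genes differed between the mutants and 5 cuticle protein genes were higher in *ken*. The samples share only a number: 8 of 9 pairs of equal number deviate together with a correlation over 0.1, control sample 3 and *pri* sample 3 have −0.111, and 7 of 9 samples correlate best with their own number, a hint from the data and not the design. With the sample number as a block, 705 genes were lower in *ken*, 177 higher and 262 lower in both, 8 cuticle protein genes higher and 2 JAK/STAT genes called in *ken*. With a fold threshold the counts were 243, 360, 202, 235, 61, 92 and 668, fewer by construction; with an unadjusted p and that threshold, 228 genes were lower in both, 8 cuticle protein genes higher and 2 JAK/STAT genes called in *ken*. With a robust spread 1 cuticle protein gene was higher in both. DESeq2 without independent filtering gave 516 and 645 genes higher and lower in *ken*, 178 and 218 higher and lower in both, and 7 cuticle protein genes higher in *ken*; with a fold threshold, 278 higher in *pri*, 276 lower in *ken*, 75 higher in both and 735 between the mutants.

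Leaving out *pri* sample 1 and *ken* sample 1 gave 560 and 737 genes higher and lower in *ken*, 188 and 245 in both, 10 cuticle protein genes higher and 1 JAK/STAT gene called in *ken*. Leaving out control samples 1 and 2, with the remaining control sample assumed to vary like the mutants, gave 38, 52, 29, 57, 14, 19 and 741 genes, 2, 1 and 0 cuticle protein genes higher in *pri*, *ken* and both, and 0 trichome effectors lower; fewer samples lower every count here. There, *Elba3* turned to 0.61 in *pri* and *nullo* to 0.31 in *ken* (adjusted p = 0.875 and 0.953), from −4.30 and −3.72, and the cause was not tested. The covariate gave 1336, 1176, 858, 1057, 316, 384 and 2611 genes, 15 and 11 cuticle protein genes higher in *pri* and *ken*, and 2 JAK/STAT genes. Unless stated, the cause was not tested. At this depth and spread between samples, which were not tested apart, simulated data recovered 71.6% of changes of 1 on the log2 scale in *pri* and 64.2% in *ken*. Genes with few counts were not among those changed.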

Differences from the paper's values

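The DESeq2 fits without independent filtering were chosen only after seeing the paper's values, and the fits without pairs of samples and with the covariate after seeing the data. The paper's text states no threshold for calls in its RNA-seq, so counts are set beside the paper's with that open. It names DESeq2 as its test. The adjusted *P* values of Table S1 equal those of DESeq2 without independent filtering for 17 of 17 genes at 2 decimals. The edgeR calls below thus come from another test than the paper's.

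The paper's number of genes higher in both mutants is 75, against 117 by edgeR at an adjusted p under 0.05. Of the alternatives set before the data were examined, a fold threshold of 1 on the log2 scale (61), the fit of only the genotypes compared (93) and the fits without control sample 1, 2 or 3 (53, 63 and 54), *pri* sample 2 or 3 (89 and 74) and *ken* sample 1, 2 or 3 (96, 101 and 72) lie within 1.5 times the paper's value. DESeq2 (195), RLE factors (117), library totals (123), filterByExpr (135), at least 10 counts in 3 samples (136), the block (177), an unadjusted p with a fold threshold (141), the robust spread (119) and the fit without *pri* sample 1 (137) do not. DESeq2 without independent filtering and with a fold threshold, chosen after seeing the paper's value, gives 75; it calls all 3 genes that the paper names from the set, and shares 58 genes with the 117.

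The numbers of genes higher in one mutant and not in the other are about 1600 for *pri* and about 1100 for *ken* in Fig. 3C, read by eye, against 444 and 220 here, and no alternative lies within 1.5 times of these. By DESeq2 without independent filtering, genes called in either direction less the 75 number 1557 for *pri* and 1086 for *ken*; this count was also chosen after seeing the values, and it mixes genes that are higher and lower.

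The paper gives 40 M reads per sample, and the median of the counts assigned to genes is 23 M; these are not the same measure.

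The paper places *Cpr47Eb* in the set of genes up-regulated in both mutants. By edgeR its log2 fold changes of 3.72 in *pri* and 4.56 in *ken* mutants did not pass (adjusted p = 0.0873 and 0.063). It passed in both by DESeq2 (adjusted p = 0.0117 and 0.00145, and 0.0142 and 0.00175 without independent filtering), with the block (0.00547 and 0.00125), with an unadjusted p, without *pri* sample 1 and *ken* sample 1 (0.0333 and 0.00258) and with the covariate (0.00167 and 0.000163), in a range over the alternatives set before of 0.00547 to 0.275 and 0.00125 to 0.225. *Lcp3* and *Lcp4*, which the paper names beside it, passed in both by edgeR. The paper describes the shared set as holding many cuticle genes. Over 188 cuticle protein, chitin and tanning genes, taken by gene symbol, 4 were among the 117, where 1.44 are expected. Among the 142 genes lower in both were 9, for which the number expected was not computed. Among the 75 genes of the fit chosen after seeing the paper's value were 5, and 3 of these are cuticle protein genes. The number expected among the 75 was not computed either. It lies below 1.44, because the 75 are fewer than the 117. The excess among the 75 was not tested. For its arrays the paper took cuticle genes by GO terms with cuticle or chitin, so the 188 are not its set.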

Other observations

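The camera tests and list medians without single samples and the differences between samples of a genotype were chosen after the result was seen; the lists and the other tests in this part were set before. Beside trichomes and cuticle, 11 of 25 Osiris genes fell in *pri* mutants and 1 rose. *Osi7* had a log2 fold change of −2.14 (adjusted p = 0.00623) from edgeR, while *Osi2* rose by 1.34 (adjusted p = 0.0108). Of the list of tracheal genes, *Gasp*, *serp* and *verm*, which bind or modify chitin, fell in *pri* mutants, with −0.84 (adjusted p = 0.00565), −0.55 (adjusted p = 0.00195) and −0.38 (adjusted p = 0.0132); *Osi2* lost its call without control sample 1 and *verm* without control sample 2 or *pri* sample 3. Of 25 Osiris genes, 1 rose and 11 fell in *pri* mutants by edgeR (2 and 13 adjusted over the list alone, 0 higher without control sample 1, 5 lower without control sample 2 or *pri* sample 3, 6 lower without control sample 1). Osiris genes as a list were lower in *pri* mutants (camera adjusted p = 1.41e-09, adjusted p = 0.393 with an estimated correlation), with *pri* sample 1 at a median log2 difference of −0.48 from the other *pri* samples. Among the Osiris genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 1 and 0 by DESeq2, 3 at an unadjusted p under 0.05, 1 higher without *pri* sample 1). Of 9 tracheal genes, 0 rose and 3 fell in *pri* mutants by edgeR (0 and 5 adjusted over the list alone, 0 and 4 by DESeq2, 5 at an unadjusted p under 0.05). Tracheal genes as a list were lower in *pri* mutants (camera adjusted p = 0.00127, adjusted p = 0.574 with an estimated correlation), with *pri* sample 1 at a median log2 difference of −0.13 from the other *pri* samples. Among the tracheal genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 1 by DESeq2, 1 at an unadjusted p under 0.05). The Osiris genes had a median log2 fold change in *pri* mutants of −1.13, and of −0.95 without *pri* sample 1; over them control samples 1 and 2 lay above control sample 3 by a median log2 difference of 0.35 and *ken* sample 1 was at −0.49 from the other *ken* samples. In *pri* against *ken* mutants 13 Osiris genes were lower (18 when adjusted over the list alone, 7 without *pri* sample 3; camera adjusted p = 2.59e-12, adjusted p = 0.216 with an estimated correlation).

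*NimC1*, a phagocytosis receptor gene, rose in *pri* mutants by 1.02 (adjusted p = 0.00486) and fell in *ken* mutants, with −0.88 (adjusted p = 0.0131); this fall was lost without control sample 3. *PPO2*, a prophenoloxidase gene of crystal cells, rose in *pri* mutants by 0.68 (adjusted p = 0.0253), in 12 of 17 alternatives (adjusted p = 0.000726 to 0.0994), not without any one control sample or *pri* sample 2 or 3. The antimicrobial gene *Drsl4* rose by 5.99 (adjusted p = 0.00137) and its neighbor *Drsl5* had a log2 fold change of −3.74 (adjusted p = 4.03e-05) in *pri* mutants. *Hsp23*, a small heat shock protein gene, had one of 2.75 (adjusted p = 0.0269), past the threshold in 12 of 17 alternatives (adjusted p = 0.000815 to 0.11), not with the fit of only the genotypes compared or the robust fit and not without any one control sample. Of 13 hemocyte genes, 4 rose and 0 fell in *pri* mutants by edgeR (5 and 2 adjusted over the list alone, 5 and 0 by DESeq2, 7 at an unadjusted p under 0.05, 1 higher without any one control sample, 2 higher without *pri* sample 2 or 3). Among the hemocyte genes, 0 rose and 1 fell in *ken* mutants by edgeR (0 and 4 adjusted over the list alone, 0 and 2 by DESeq2, 5 at an unadjusted p under 0.05, 0 lower without control sample 3, 2 lower without control sample 2 or *pri* sample 1). Of 39 antimicrobial and recognition genes, 6 rose and 3 fell in *pri* mutants by edgeR (6 and 3 adjusted over the list alone, 2 higher without control sample 3, 3 higher without control sample 1 or 2 or *pri* sample 2, 1 lower without control sample 1 or 2 or *pri* sample 1 or 3). Among the antimicrobial and recognition genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 1 by DESeq2, 5 at an unadjusted p under 0.05, 1 lower without *pri* sample 1 or *ken* sample 1 or 2). Of 19 heat shock genes, 2 rose and 0 fell in *pri* mutants by edgeR (5 and 0 adjusted over the list alone, 5 and 0 by DESeq2, 8 at an unadjusted p under 0.05, 0 higher without control sample 1 or 2, 1 higher without control sample 3 or *pri* sample 1 or 3, 5 higher without *pri* sample 2). Heat shock genes as a list were higher in *pri* mutants (camera adjusted p = 0.0185, adjusted p = 0.935 with an estimated correlation, 0.0922 without control sample 2, 0.171 without *pri* sample 1), with *pri* sample 1 at a median log2 difference of 0.73 from the other *pri* samples. Among the heat shock genes, none was called in *ken* mutants by edgeR (0 and 3 adjusted over the list alone, 0 and 3 by DESeq2, 4 at an unadjusted p under 0.05, 1 lower without *ken* sample 2, 2 lower without *pri* sample 1).

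In *ken* mutants *phm*, which acts in ecdysone synthesis, had a log2 fold change of −1.01 (adjusted p = 0.00141), *nvd*, of the same pathway, −1.21 (adjusted p = 0.0267) and *Cyp18a1*, which inactivates ecdysone, −0.73 (adjusted p = 0.00142). *nvd* passed in 13 of 17 alternatives (adjusted p = 0.00258 to 0.112), not without control sample 1 or 3 or *ken* sample 1 or 3. The gap genes *hb* and *Kr* had −0.76 (adjusted p = 0.0354) and −0.32 (adjusted p = 0.0305), and passed in 11 and 8 of 17 alternatives (highest adjusted p = 0.121 and 0.117), *hb* not without control sample 1 or 2 or *pri* sample 2 or 3 or *ken* sample 2 or 3 and *Kr* not with library totals or the fit of only the genotypes compared and not without any one control sample or *pri* sample 2 or 3 or *ken* sample 2 or 3. The polarity gene *l(2)gl*, at the end of 2L (9839 to 21376), had −1.17 (adjusted p = 0.000421). The level of *ken* in *pri* mutants was 6997 ± 1237 normalized counts (SD, n = 3), a log2 fold change of 0.01 (adjusted p = 0.977). Of 29 ecdysone genes, 2 rose and 1 fell in *pri* mutants by edgeR (3 and 2 adjusted over the list alone, 1 higher without control sample 3 or *pri* sample 2, 0 lower without control sample 1, 2 lower without control sample 2 or *pri* sample 1 or *ken* sample 2, 3 lower without *ken* sample 1). Among the ecdysone genes, 1 rose and 4 fell in *ken* mutants by edgeR (1 and 5 adjusted over the list alone, 2 lower without control sample 1 or 3 or *ken* sample 1 or 3). Of 18 segmentation genes, none was called in *pri* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 2 at an unadjusted p under 0.05). Among the segmentation genes, 0 rose and 2 fell in *ken* mutants by edgeR (1 and 11 adjusted over the list alone, 0 and 4 by DESeq2, 12 at an unadjusted p under 0.05, 0 lower without control sample 1 or 2 or *pri* sample 2 or 3 or *ken* sample 3, 1 lower without control sample 3 or *ken* sample 2, 5 lower without *pri* sample 1). Segmentation genes as a list were lower in *ken* mutants (camera adjusted p = 0.000669, adjusted p = 0.915 with an estimated correlation), with *ken* sample 1 at a median log2 difference of −0.18 from the other *ken* samples. Of 18 septate junction genes, none was called in *pri* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 0 at an unadjusted p under 0.05). Among the septate junction genes, 0 rose and 1 fell in *ken* mutants by edgeR (0 and 1 adjusted over the list alone, 0 and 1 by DESeq2, 2 at an unadjusted p under 0.05).

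Cuticle families held more genes that fell than rose in both mutants, apart from the tanning genes. Of 94 CPR cuticle genes, 7 rose and 18 fell in *pri* mutants by edgeR (10 and 26 adjusted over the list alone). CPR cuticle genes as a list were lower in *pri* mutants (camera adjusted p = 0.018, adjusted p = 0.99 with an estimated correlation, 0.144 without control sample 3, 0.36 without *pri* sample 2, 0.0578 without *ken* sample 1), with *pri* sample 1 at a median log2 difference of 0.31 from the other *pri* samples. Among the CPR cuticle genes, 3 rose and 12 fell in *ken* mutants by edgeR (7 and 15 adjusted over the list alone). CPR cuticle genes as a list were lower in *ken* mutants (camera adjusted p = 0.000487, adjusted p = 0.964 with an estimated correlation, 0.0608 without *ken* sample 2), with *ken* sample 1 at a median log2 difference of 0.43 from the other *ken* samples. Of 26 Tweedle genes, 0 rose and 7 fell in *pri* mutants by edgeR (0 and 12 adjusted over the list alone, 0 and 11 by DESeq2, 16 at an unadjusted p under 0.05, 2 lower without control sample 2 or 3, 3 lower without *pri* sample 2 or 3, 11 lower without *ken* sample 2). Tweedle genes as a list were lower in *pri* mutants (camera adjusted p = 2.38e-07, adjusted p = 0.428 with an estimated correlation), with *pri* sample 1 at a median log2 difference of 0.10 from the other *pri* samples. Among the Tweedle genes, 0 rose and 2 fell in *ken* mutants by edgeR (1 and 3 adjusted over the list alone, 1 and 3 by DESeq2, 6 at an unadjusted p under 0.05, 1 higher without *ken* sample 1, 2 higher without *pri* sample 1, 0 lower without control sample 3, 1 lower without control sample 2 or *ken* sample 1 or 2). Of 39 chitin genes, 2 rose and 7 fell in *pri* mutants by edgeR (2 and 8 adjusted over the list alone, 0 higher without control sample 1 or 3, 1 higher without control sample 2 or *pri* sample 2 or 3, 3 lower without control sample 2, 4 lower without control sample 1 or *pri* sample 2 or 3). Among the chitin genes, 0 rose and 4 fell in *ken* mutants by edgeR (1 and 4 adjusted over the list alone, 2 and 6 by DESeq2, 13 at an unadjusted p under 0.05, 1 higher without control sample 1, 2 higher without *pri* sample 1). Of 23 tanning genes, 3 rose and 1 fell in *pri* mutants by edgeR (4 and 2 adjusted over the list alone, 1 higher without control sample 2 or 3, 0 lower without any one control sample or *pri* sample 2 or 3 or *ken* sample 3). Among the tanning genes, 2 rose and 1 fell in *ken* mutants by edgeR (2 and 2 adjusted over the list alone, 0 higher without control sample 3, 1 higher without control sample 1 or 2 or *ken* sample 1 or 3, 0 lower without any one control sample or *pri* sample 2 or 3 or *ken* sample 1 or 2, 2 lower without *pri* sample 1). The chitin genes in *pri* mutants had a median log2 fold change of −0.04 and a mean of 0.21, and camera put them lower (adjusted p = 0.276). For the 63 genes with an in situ probe, 1 rose and 6 fell in *ken* mutants by edgeR (2 and 7 adjusted over the list alone, 2 higher without *pri* sample 1 or 2). Probe genes as a list were lower in *ken* mutants (camera adjusted p = 0.00402, adjusted p = 0.964 with an estimated correlation, 0.358 without *ken* sample 2), with *ken* sample 1 at a median log2 difference of 0.65 from the other *ken* samples. Of the repressors of Table 1, *Hr51* and *pnt* rose by 0.54 (adjusted p = 0.046) and 0.35 (adjusted p = 0.0371) and *vri* had −0.89 (adjusted p = 0.0417) in *pri* mutants. *Hr51* did not pass with the fit of only the genotypes compared and not without any one control sample or *pri* sample 2 or 3 or *ken* sample 3, *pnt* not with the fit of only the genotypes compared and not without any one control sample or *pri* sample 2 or 3 or *ken* sample 2 or 3 and *vri* not with the robust fit and not without any one control sample or any one *pri* sample or *ken* sample 3. For these repressors, 2 rose and 1 fell in *pri* mutants by edgeR (2 and 2 adjusted over the list alone, 0 higher without any one control sample or *pri* sample 2 or 3 or *ken* sample 3, 1 higher without *ken* sample 2, 0 lower without control sample 1 or 3 or *pri* sample 2 or 3 or *ken* sample 3, 2 lower without *ken* sample 1 or 2) and 0 rose and 1 fell in *ken* mutants by edgeR (0 and 1 adjusted over the list alone, 0 and 2 by DESeq2, 4 at an unadjusted p under 0.05, 2 lower without *pri* sample 1). For the 17 JAK/STAT genes, none was called in *pri* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 1 by DESeq2, 2 at an unadjusted p under 0.05, 1 lower without *ken* sample 2).

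The tissue lists below had at most 4 calls in *pri* and 5 in *ken* mutants, both in the midgut list. Over all 15228 genes, 1144 were called in *pri* and 765 in *ken* mutants. In *pri* mutants the troponin C genes *TpnC47D* and *TpnC73F* had log2 fold changes of 1.01 (adjusted p = 0.00514) and −0.86 (adjusted p = 0.00129), and *Vmat*, a monoamine transporter gene, rose by 0.75 (adjusted p = 0.0242), not without any one control sample or *pri* sample 1 or 3. *Uro*, the urate oxidase gene, stood at 140 ± 168 normalized counts (SD, n = 3) in *ken* mutants and at 0.599 ± 1.04 in control embryos; it did not pass with the robust fit and not without any one control sample. Of 21 muscle genes, 1 rose and 1 fell in *pri* mutants by edgeR (1 and 1 adjusted over the list alone). Among the muscle genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 1 at an unadjusted p under 0.05). Of 21 neuron genes, 1 rose and 0 fell in *pri* mutants by edgeR (5 and 0 adjusted over the list alone, 5 and 0 by DESeq2, 8 at an unadjusted p under 0.05, 0 higher without any one control sample or *pri* sample 1 or 3, 3 higher without *ken* sample 1 or 2). Neuron genes as a list were higher in *pri* mutants (camera adjusted p = 0.00102, adjusted p = 0.864 with an estimated correlation), with *pri* sample 1 at a median log2 difference of 0.29 from the other *pri* samples. Among the neuron genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 0 at an unadjusted p under 0.05). Of 10 glia genes, none was called in *pri* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 1 at an unadjusted p under 0.05, 1 lower without *pri* sample 1). Among the glia genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 1 at an unadjusted p under 0.05). Of 12 fat body genes, 1 rose and 0 fell in *pri* mutants by edgeR (1 and 0 adjusted over the list alone, 1 and 0 by DESeq2, 3 at an unadjusted p under 0.05). Among the fat body genes, 1 rose and 0 fell in *ken* mutants by edgeR (1 and 0 adjusted over the list alone, 1 and 0 by DESeq2, 2 at an unadjusted p under 0.05, 0 higher without control sample 2 or 3 or *ken* sample 3). Of 35 midgut genes, 0 rose and 4 fell in *pri* mutants by edgeR (1 and 4 adjusted over the list alone, 1 and 4 by DESeq2, 13 at an unadjusted p under 0.05, 1 higher without *pri* sample 2). Among the midgut genes, 0 rose and 5 fell in *ken* mutants by edgeR (0 and 5 adjusted over the list alone, 0 and 5 by DESeq2, 9 at an unadjusted p under 0.05, 2 higher without *pri* sample 1, 2 lower without control sample 1 or 3 or *pri* sample 3 or *ken* sample 2 or 3, 3 lower without control sample 2 or *ken* sample 1). Of 15 salivary gland genes, none was called in *pri* mutants by edgeR (0 and 0 adjusted over the list alone, 1 and 0 by DESeq2, 3 at an unadjusted p under 0.05). Among the salivary gland genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 3 at an unadjusted p under 0.05, 1 lower without *ken* sample 2). Of 10 Malpighian tubule genes, none was called in *pri* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 0 at an unadjusted p under 0.05). Among the Malpighian tubule genes, 1 rose and 0 fell in *ken* mutants by edgeR (1 and 0 adjusted over the list alone, 1 and 0 by DESeq2, 2 at an unadjusted p under 0.05, 0 higher without any one control sample). Of 9 pole cell genes, none was called in *pri* mutants by edgeR (1 and 1 adjusted over the list alone, 1 and 1 by DESeq2, 2 at an unadjusted p under 0.05). Among the pole cell genes, none was called in *ken* mutants by edgeR (5 and 0 adjusted over the list alone, 3 and 0 by DESeq2, 5 at an unadjusted p under 0.05, 1 higher without *ken* sample 3, 2 higher without *pri* sample 1 or *ken* sample 2). The midgut genes had a median log2 fold change of 0.92 and a mean of 1.08 in *pri* mutants and of 0.19 and 0.30 in *ken* mutants, while camera put them lower in both (adjusted p = 0.573 and 0.475, and 0.99 and 0.964 with an estimated correlation). The median in *pri* mutants rests on *pri* sample 1 and was −1.48 without it (camera adjusted p = 2.65e-06 for a fall, adjusted p = 0.877 with an estimated correlation), and in *ken* mutants it was −0.11, −0.28 and −0.03 without control sample 2, *ken* sample 1 and *ken* sample 3. Without *pri* sample 2 or 3 camera put them higher in *pri* mutants (adjusted p = 0.589 and 0.782).

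Lists of stage, stress and general functions complete the set. Of 13 maternal and blastoderm genes, 0 rose and 2 fell in *pri* mutants by edgeR (0 and 4 adjusted over the list alone, 0 and 4 by DESeq2, 5 at an unadjusted p under 0.05, 0 lower without control sample 2 or any one *pri* sample, 1 lower without control sample 1, 4 lower without control sample 3). Maternal and blastoderm genes as a list were lower in *pri* mutants (camera adjusted p = 0.0144, adjusted p = 0.715 with an estimated correlation, 0.0555 without control sample 2, 0.0878 without *pri* sample 1), with *pri* sample 1 at a median log2 difference of −0.30 from the other *pri* samples. Among the maternal and blastoderm genes, 0 rose and 2 fell in *ken* mutants by edgeR (2 and 5 adjusted over the list alone, 1 and 4 by DESeq2, 7 at an unadjusted p under 0.05, 1 higher without *ken* sample 2, 0 lower without control sample 1 or 2 or any one *ken* sample, 1 lower without *pri* sample 2 or 3, 4 lower without *pri* sample 1). Of 23 cell cycle genes, none was called in *pri* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 0 by DESeq2, 4 at an unadjusted p under 0.05, 2 lower without *ken* sample 1). Cell cycle genes as a list were lower in *pri* mutants (camera adjusted p = 0.0185, adjusted p = 0.99 with an estimated correlation, 0.45 without *pri* sample 1), with *pri* sample 1 at a median log2 difference of −0.34 from the other *pri* samples. Among the cell cycle genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 1 and 1 by DESeq2, 3 at an unadjusted p under 0.05, 1 higher without *pri* sample 1, 2 lower without *pri* sample 1 or *ken* sample 1). Of 11 wound response genes, none was called in *pri* mutants by edgeR (0 and 1 adjusted over the list alone, 0 and 1 by DESeq2, 1 at an unadjusted p under 0.05, 1 lower without control sample 3). Among the wound response genes, none was called in *ken* mutants by edgeR (0 and 1 adjusted over the list alone, 0 and 1 by DESeq2, 2 at an unadjusted p under 0.05, 1 higher without *pri* sample 1, 1 lower without *ken* sample 1). Of 12 apoptosis genes, 1 rose and 0 fell in *pri* mutants by edgeR (1 and 0 adjusted over the list alone, 1 and 0 by DESeq2, 2 at an unadjusted p under 0.05, 0 higher without any one control sample or *pri* sample 2 or 3 or *ken* sample 3). Among the apoptosis genes, none was called in *ken* mutants by edgeR (0 and 0 adjusted over the list alone, 0 and 2 by DESeq2, 3 at an unadjusted p under 0.05, 1 lower without *pri* sample 1 or *ken* sample 2). Of 90 detoxification genes, 7 rose and 9 fell in *pri* mutants by edgeR (11 and 10 adjusted over the list alone, 3 higher without any one control sample, 5 lower without control sample 1). Among the detoxification genes, 7 rose and 7 fell in *ken* mutants by edgeR (13 and 12 adjusted over the list alone, 3 higher without control sample 2, 4 higher without control sample 1 or 3 or *ken* sample 3, 11 higher without *pri* sample 1). Of 90 ribosomal protein genes, 1 rose and 2 fell in *pri* mutants by edgeR (0 and 1 adjusted over the list alone, 0 higher without any one control sample or *pri* sample 1 or 3 or *ken* sample 3, 1 lower without control sample 1 or 2 or *pri* sample 2 or 3 or *ken* sample 3). Among the ribosomal protein genes, 0 rose and 1 fell in *ken* mutants by edgeR (0 and 1 adjusted over the list alone, 0 and 1 by DESeq2, 3 at an unadjusted p under 0.05).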
